# A Toxicogenomic Comparison of Primary and Photochemically Altered Air Pollutant Mixtures

**DOI:** 10.1289/ehp.1003323

**Published:** 2011-07-14

**Authors:** Julia E. Rager, Kim Lichtveld, Seth Ebersviller, Lisa Smeester, Ilona Jaspers, Kenneth G. Sexton, Rebecca C. Fry

**Keywords:** air pollution, biomarkers, environment, gene regulation, lung cells, systems biology

## Abstract

Background: Air pollution contributes significantly to global increases in mortality, particularly within urban environments. Limited knowledge exists on the mechanisms underlying health effects resulting from exposure to pollutant mixtures similar to those occurring in ambient air. In order to clarify the mechanisms underlying exposure effects, toxicogenomic analyses are used to evaluate genomewide transcript responses and map these responses to molecular networks.

Objectives: We compared responses induced by exposure to primary pollutants and photochemically altered (PCA) pollutant mixtures representing urban atmospheres to test our hypothesis that exposures to PCA pollutants would show increased modulation of inflammation-associated genes and pathways relative to primary air pollutants.

Methods: We used an outdoor environmental irradiation chamber to expose human lung epithelial cells to mixtures representing either primary or PCA pollutants for 4 hr. Transcriptional changes were assessed using microarrays and confirmed using quantitative real-time reverse-transcription polymerase chain reaction (qRT-PCR) on a subset of genes.

Results: We found a large difference in the cellular responses to the two pollutant exposures: Primary air pollutants altered the expression levels of 19 genes, whereas PCA pollutants altered 709 genes. Functional and molecular analyses of the altered genes revealed novel pathways, such as hepatocyte nuclear factor 4α, potentially regulating the pollutant responses. Chemical component analysis characterized and confirmed the photochemical transformation of primary air pollutants into PCA air pollutants.

Conclusions: Our study shows that the photochemical transformation of primary air pollutants produces altered mixtures that cause significantly greater biological effects than the primary pollutants themselves. These findings suggest that studying individual air pollutants or primary pollutant mixtures may greatly underestimate the adverse health effects caused by air pollution.

Outdoor air pollution contributes significantly to global increases in mortality, particularly within urban environments (Brunekreef and Holgate 2002; Burnett et al. 2000). Some health effects of air pollution may occur over time from chronic exposure, as with bronchitis and lung cancer (Brunekreef and Holgate 2002). Other health effects occur more abruptly, as with acute respiratory symptoms, decreased lung function, and cardiovascular effects (Brunekreef and Holgate 2002). Despite these adverse health outcomes, the underlying molecular mechanisms associating air pollutant exposure with disease remain largely unknown. To contribute to the understanding of air-pollutant–induced health effects, we used an *in vitro* model system involving short-term air exposures to identify new cellular mechanisms potentially influencing air toxic responses.

To link air pollution exposure to health outcomes, it is important to accurately characterize exposure conditions by understanding air pollution chemistry. Within urban environments, primary pollutants such as nitrogen oxides (NO_x_) and volatile organic compounds (VOCs) are emitted into the atmosphere. These primary pollutants then react to generate various secondary products, including ozone, peroxyacetyl nitrate, formaldehyde, and other carbonyls [U.S. Environmental Protection Agency (EPA) 2006]. This complex atmospheric chemistry creates an environment that is constantly changing, making it difficult to understand the causes and mechanisms of air-pollutant–induced disease.

Our study builds on an investigation comparing human lung cell responses to different air pollutant mixtures (Sexton et al. 2004). That study showed significant increases in the release of inflammatory cytokines in lung cells exposed to photochemically altered (PCA) air pollutants. In the present study, we further investigated this response by implementing a toxicogenomic approach to compare the genomewide transcriptional profiles of lung cells exposed to primary emitted pollutant mixtures relative to PCA air mixtures. Toxicogenomic studies can be used to assess genomewide alterations in mRNA levels, providing information on the genes and biological pathways that are modified by environmental exposures (McHale et al. 2010). To our knowledge, this is the first study to use a toxicogenomic approach to compare the genomic changes resulting from primary and PCA air pollutant mixture exposures.

In this study we investigated the toxicogenomic response of lung cells exposed to gaseous mixtures that represent urban atmospheric conditions. Specifically, we analyzed the transcriptomic response of cells exposed to common air pollutants reacting photochemically with sunlight. By using an environmental irradiation chamber, we compared gene expression patterns and inflammatory responses in cells exposed to complex mixtures representing primary pollutants and PCA pollutants.

## Materials and Methods

*Generation of pollutant mixtures.* We used the University of North Carolina–Chapel Hill’s outdoor environmental irradiation chamber (120 m^3^ volume) to prepare exposure conditions. Outdoor environmental irradiation chambers are photochemical reactors that use sunlight to initiate the natural photochemical transformation chemistry of air pollutants (Jeffries 1995; Jeffries et al. 1976; Sexton et al. 2004). Synthetic Urban Mix (Scott Specialty Gases, Plumsteadville, PA), a VOC mixture, and NO_x_ [nitric oxide (NO) and nitrogen dioxide (NO_2_)] were used as the starting material for the test atmosphere. Synthetic Urban Mix contains 55 different hydrocarbons at specific ratios that represent chemicals present in urban atmospheres (Jeffries and Sexton 1995). On the morning of the exposure day, the chamber was naturally humidified by preflushing with HEPA-filtered ambient air. At 0715 hours, the volatile organics of Synthetic Urban Mix were drawn from a gas cylinder into the environmental irradiation chamber while a liquid mixture containing less-volatile organics was injected into the chamber. In addition, NO_x_ was drawn from a gas cylinder (AirGas National Welders, Morrisville, NC) into the chamber to establish a test atmosphere containing 2 ppm carbon Synthetic Urban Mix and 0.2 ppm NO_x_. This test atmosphere remained inside the environmental irradiation chamber throughout the day, where sunlight induced photochemical reactions among the mixture’s compounds and secondary products were generated.

*Cell culture.* Human A549 type II lung epithelial cells, derived from a human lung adenocarcinoma, were cultured according to standard protocol (ATCC, Manassas, VA). Cells were grown as described previously (Jaspers et al. 1997; Sexton et al. 2004) and plated onto 24-mm-diameter collagen-coated membranes with 0.4-μm pores (Trans-CLR; Costar, Cambridge, MA). Immediately before exposure, media were removed to create direct air–liquid interface culture conditions, as previously described (Jaspers et al. 1997; Sexton et al. 2004).

*Exposure to pollutant mixtures.* We used a coupled chamber–*in vitro* exposure system for this study (Sexton et al. 2004). Sample lines directly linked the environmental irradiation chamber’s mixture to a cellular exposure chamber (Modular Incubator Chamber; Billups-Rothenberg, Del Mar, CA), where air exposures were continuously drawn through at 1.0 L/min. The 8-L cellular exposure chamber was positioned within an incubator (set at 37°C), where CO_2_ was added to the exposure source stream at 0.05 L/min, and a small water dish provided humidification to maintain cell viability and match control conditions.

The first exposure was in the morning, representing the primary pollutant mixture exposure. Lung cells were exposed for 4 hr (0815–1215 hours), and time-matched control cells were exposed to incubator air. The second exposure was in the evening, representing the PCA pollutant mixture, which contained primary pollutants and secondary products of irradiation chemistry. For this treatment, prepared lung cells were exposed for 4 hr (1630–2030 hours), and another set of mock-treated control cells were exposed to incubator air. For each exposure period, 4 exposed and 4 unexposed samples were used, resulting in a total of 16 total samples. Cells were incubated for 9 hr after each respective exposure period. Cells were then scraped and stored at –80°C in TRIzol_®_ Reagent (Invitrogen Life Technologies, Carlsbad, CA), and supernatants were aspirated and stored at –80°C.

*Chemical analysis of atmospheric mixtures.* We used gas measurement methods to assess the chemical constituents inside the chamber during the experiment. Volatile organic hydrocarbon levels were measured five times during the experiment using a Varian STAR 3400 DB-1 capillary gas chromatograph-flame ionization detection (Scientific Instruments, Cary, NC) with a Varian Saturn 2000 ion trap mass spectrometer. Ozone was measured every minute using a U.S. EPA equivalent method (EQOA-0193-091; U.S. EPA. 2011) based on ultraviolet photometry with a Teledyne model 9811 monitor (Teledyne Monitor Labs, Englewood, CO). NO and NO_2_ levels were measured every minute using a U.S. EPA standard reference method (RFNA-1292-090; U.S. EPA. 2011) based on chemiluminescence with a Teledyne model 9841 NO_x_ analyzer. Formaldehyde concentrations were measured continuously using a Dasgupta diffusion-tube sampler (Dasgupta et al. 1988). Peroxyacetyl nitrate levels were measured every 30 min using a Varian CP-3800 gas chromatograph with an electron capture detector. A scanning mobility particle sizer, with a model 3080 electrostatic classifier, and a model 3025a ultrafine condensation particle counter (both from TSI Inc., Shoreview, MN) were used to detect possible particulate matter formation.

*Analysis of cytotoxicity.* To measure cytotoxicity, we measured the enzyme lactate dehydrogenase (LDH) within the supernatant of each sample using a coupled enzymatic assay (Clontech Laboratories, Inc., Mountain View, CA) according to the manufacturer’s instructions. For each exposure period, four unexposed and four exposed sample wells were analyzed in technical triplicate for a total of 24 measurements. Scanned absorbance reading outliers were identified through the Grubbs’ test, where outliers were identified as those with < 5% probability of occurring as an outlier by chance alone, relative to a normal distribution (Grubbs 1969). Fold increase was calculated by dividing the mean LDH level of exposed cells by that of unexposed cells. Statistical significance of LDH levels in the exposed versus unexposed cells, as well as the PCA-pollutant–induced versus primary-pollutant–induced LDH levels, was calculated using an unpaired *t*-test with Welch’s correction (Welch 1938).

*Microarray processing.* Total RNA was isolated from unexposed and exposed cells using an RNeasy_®_ Mini Kit (Qiagen, Valencia, CA) according to the manufacturer’s protocol. RNA was quantified with the NanoDrop™ 1000 Spectrophotometer (Thermo Scientific, Waltham, MA), and its integrity was verified with a model 2100 bioanalyzer (Agilent Technologies, Santa Clara, CA). RNA was biotin labeled according to the Affymetrix protocol and hybridized to Affymetrix GeneChip_®_ Human Gene 1.0 ST arrays (Affymetrix Inc., Santa Clara, CA), which probe for 28,869 genes. Samples were assessed in biological duplicate for each exposure condition—primary pollutant exposures and time-matched unexposed controls, and PCA pollutant exposures and time-matched unexposed controls—for a total of eight microarray samples.

*Microarray analysis.* Microarray data were first normalized using robust multichip average (Irizarry et al. 2003). Genes with signal intensities < 30 (10% of the average signal intensity) in all conditions were removed from the analysis to eliminate background noise. This resulted in a reduction of probe sets from 28,869 for each condition to 24,652 for primary pollutant conditions and 24,830 for PCA pollutant conditions. 

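Olfactory receptor genes, which are silent in most tissues, were left out more often than other genes by the limit on low signal. A probe set was kept here where its signal reached 30 on at least 1 of the 4 arrays of a comparison. This left out 64 of 358 olfactory receptor genes (17.9%) for the primary pollutants and 53 (14.8%) for the PCA pollutants. Of all 18377 genes with a symbol of their own, 996 (5.42%) and 907 (4.94%) were left out. The cytokine gene IL6 was kept for the primary pollutants but not for the PCA pollutants, so its PCA response was not tested. The limit kept 25040 probe sets for the primary and 25264 for the PCA comparison.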

Differential gene expression was defined as a significant difference in mRNA levels between exposed versus unexposed samples, where the following three statistical requirements were set: *a*) fold change of ≥ 1.5 or ≤ –1.5 (exposed vs. unexposed); *b*) *p* < 0.05 [analysis of variance (ANOVA)]; and *c*) a false discovery rate corrected *q-*value < 0.05. ANOVA *p*-values were calculated using Partek_®_ Genomics Suite_™_ software (Partek, Inc., St. Louis, MO). To control the rate of false positives, *q*-values were calculated as the minimum positive false discovery rate that can occur when identifying significant hypotheses (Storey 2003). Microarray data have been submitted to the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus repository (Edgar et al. 2002) and are available under accession no. GSE23735 (NCBI 2010).

*Quantitative reverse-transcription polymerase chain reaction (RT-PCR) verification of mRNA expression.* Expression levels of genes selected based on magnitudes of toxicant-induced fold changes were validated using quantitative real-time RT-PCR (qRT-PCR). We used QuantiTect Primer Assays (Qiagen) for glutamine-fructose-6-phosphate transaminase 2 (*GFPT2*; catalog no. QT00007854), 2´,5´-oligoadenylate synthetase 1 (*OAS1*; catalog no. 00099134), and ATPase, class I, type 8B, member 1 (*ATP8B1*; catalog no. QT00038094) with the Qiagen QuantiTect SYBR_®_ Green PCR kit and Roche Lightcycler 480 (Roche Diagnostics Corp., Indianapolis, IN). Fold changes between exposed and unexposed samples were calculated based on cycle time values and normalized to the β-actin housekeeping gene. Statistical significance of the exposed versus unexposed transcript levels, as well as the primary versus PCA-induced transcript changes, was calculated using an unpaired *t*-test.

*Network analysis and enriched biological functions.* Molecular networks and biological functions associated with air pollutant exposure were identified using the Ingenuity database (Ingenuity_®_ Systems, Redwood City, CA). The Ingenuity database provides a collection of gene-to-phenotype associations, molecular interactions, regulatory events, and chemical knowledge accumulated to develop a global molecular network. The lists of differentially expressed genes were overlaid onto this global molecular network, where related networks were algorithmically constructed based on connectivity. We evaluated significance for each constructed network using the following equation, based on Fisher’s exact test (Calvano et al. 2005):

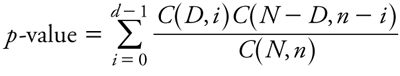
[1]

Here, *N* is the total number of molecules in Ingenuity’s global network, which contains *D* total proteins encoded by differentially expressed genes. Each individual network contains *n* molecules, *d* of which are proteins encoded by differentially expressed genes (Calvano et al. 2005). The *p*-value is the summation of each fraction, calculated across all *d*s, represented by *i* = 0, 1, 2, 3, . . ., *d* – 1. *C* is the binomial coefficient, calculated using the following equation (Daniel 2009):

*C*(*N*,*n*) = *N*! ÷ [*n*!(*N!* – *n)*!]. [2]

Only networks with *p* < 10^–12^ were evaluated.

We performed functional analysis to identify biological functions and disease signatures significantly associated with the differentially expressed genes. Statistical significance of each biological function or disease was calculated using a right-tailed Fisher’s exact test. Functions with *p* ≤ 3.0 × 10^–6^ were considered significant.

*Transcription factor binding site analysis.* We performed transcription factor binding site analysis using EXPANDER software (version 5.1; Algorithms in Computational Genomics at Tau 2010). Affymetrix probe sets were linked to sequence data in regions 1,000 base pairs upstream and 200 base pairs downstream of the transcription start sites. These sequence data were then analyzed for significant enrichment of transcription factor binding site sequences. *p*-Values represent the probability of obtaining an equal or greater number of matched binding site sequences using a randomly drawn sample of the same size as the input sequence set.

*Inflammatory cytokine release.* Protein levels of the cytokine interleukin (IL)-8 were measured using the supernatant samples. An OptEIA™ human IL-8 enzyme-linked immunosorbent assay (ELISA) (BD Biosciences, San Jose, CA) was performed and analyzed according to the manufacturer’s protocol. Scanned absorbance-reading outliers were identified, and statistical significance was calculated using the same method as for the LDH analysis. The fold increase of IL-8 was calculated by dividing mean IL-8 levels of exposed cells by those of unexposed cells.

## Results

*Chemical analysis of exposure conditions.* We exposed human lung cells to mixtures representing either primary air pollutants or PCA air pollutants, which contain secondary chemical products. To assess the gas composition of the exposures, we measured concentrations of > 40 reactive chemical species within the environmental irradiation chamber throughout the exposure periods. Average NO_2_ and NO levels decreased across the day, whereas levels of secondary chemical products, such as ozone, formaldehyde, and peroxyacetyl nitrate, increased (Table 1, Figure 1). Levels of most hydrocarbons decreased throughout the experiment (e.g., the aromatic compound toluene). More stable hydrocarbons, including *n*-hexane and benzene, remained stable across both exposures. No particulate matter or secondary organic aerosol was formed within the chamber (data not shown). For levels of all VOCs detected during both exposure periods, see Supplemental Material, Table 1 (http://dx.doi.org/10.1289/ehp.1003323).

**Table 1:** Average concentrations (ppb) of compounds measured throughout the exposure periods.

Pollutant exposure		
Chemical	Primary	PCA
Ozone		22		141
NO		130		6
NO_2_		213		119
Formaldehyde		18		29
Peroxyacetyl nitrate		0		62
Hydrocarbons (ppb carbon)				
Alkanes		872		378
*n*-Hexane		15		15
Alkenes		76		8
1-Octene		11		0
Aromatics		451		193
Benzene		35		31
Toluene		121		73
Exposure periods: primary pollutants, 0815–1215 hours; PCA pollutants, 1630–2030 hours. Examples are listed for each hydrocarbon group. For the complete hydrocarbon listing, see Supplemental Material, Table 1 (http://dx.doi.org/10.1289/ehp.1003323).				

**Figure 1:**
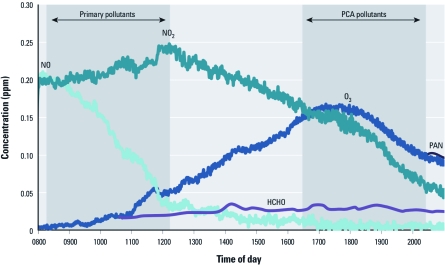
Chemical component analysis of the chamber exposure conditions showing levels of NO, NO_2_, ozone (O_3_), formaldehyde (HCHO), and peroxyacetyl nitrate (PAN).

It is important to recognize that the primary pollutant exposure did not contain completely fresh, unreacted compounds. As measured in the chemical analysis (Figure 1), some of the starting chemicals reacted throughout the primary pollutant exposure period. However, most of the photochemical aging reactions occurred during the afternoon, because outdoor conditions were cloudy until approximately 1200 hours. For simplicity, we refer to the morning exposure as the primary pollutant exposure and the afternoon exposure as the PCA pollutant exposure, recognizing that it is impossible for laboratory-generated mixtures to simulate these exposure conditions precisely.

*Cytotoxicity measurements.* We measured the release of LDH from lung cells after exposure. Lung cell death was greater after exposure to PCA pollutants (LDH fold increase = 9, *p* < 0.001) than after exposure to primary pollutants (LDH fold increase = 1.6, *p* < 0.07). The difference in LDH fold increase between the PCA pollutant–induced fold increase in LDH and the primary pollutant–induced fold increase in LDH was significant (*p* < 0.001).

*Gene expression analysis.* Lung cells were exposed to two different gaseous conditions: primary air pollutants in the morning and PCA pollutants in the afternoon. Each exposure condition was performed alongside untreated control samples. After exposure, we extracted mRNA from the cells and assessed relative transcript abundance using Affymetrix GeneChip_®_ Human Gene 1.0 ST microarrays.

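The values used here are from 8 arrays of A549 cells, a human lung epithelial line, with 2 arrays each for the morning control, the primary pollutants, the evening control and the PCA pollutants. They are log2 signals that the authors had normalized by robust multichip average. Each of 18377 genes was read from the probe set of highest mean signal among those that carry its symbol alone. The 4 groups were fitted together in limma, so that all shared 1 estimate of the spread, with 4 residual degrees of freedom before limma's moderation. The primary pollutants were compared with the morning control and the PCA pollutants with the evening control. A gene is said to rise, fall or change only at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5 either way. The adjustment runs over all probe sets tested in a comparison, those without a gene symbol included. Standard errors of log2 fold changes are from this fit, with n = 2 arrays per group. A set of 34 gene lists was written before the data were examined, though after the study's tables of changed genes had been seen. Each list was set against all other genes by limma's camera with a preset correlation of 0.01, adjusted over the 34 lists, and again with a correlation estimated from the arrays. That estimate was negative after the PCA pollutants for FOXO target and growth arrest genes (-0.0247) and aldehyde and alcohol dehydrogenase genes (-0.0171). Their unadjusted camera p still went from 7.91e-14 to 0.00107 and from 0.00233 to 0.0282. A weaker value with an estimated correlation is thus not a sign of correlated genes alone. On simulated arrays with 200 changed genes, the fit recovered 80.6% of 1.75-fold changes for the primary and 83.6% for the PCA comparison, and 95.5% and 94% of 2.5-fold changes. With 20 changed genes it recovered 45% and 40% of 1.75-fold changes. Having 2 arrays per group limits the precision of every value. The paper describes a morning and an evening exposure on the same day, so the arrays of a group share an exposure run. Standard errors and p-values here thus measure the spread within a run and not between runs. Mixture changes together with time of day and run, so their parts in a difference between the responses cannot be told apart.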

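After exposure to the primary pollutants, SLC5A3, NFKBIA, OAS1 and CCL2 had the smallest p-values of all genes, but none passed the test adjusted over all probe sets. CCL2, a chemokine that attracts monocytes, had a log2 fold change of 0.84 (standard error 0.111, adjusted p = 0.268). SLC5A3, a transporter of myo-inositol, was at 0.81 (standard error 0.0877, adjusted p = 0.234), the smallest adjusted p of all genes. NFKBIA, an inhibitor of NF-kB, was at 0.59 (adjusted p = 0.255). Among the lower values, TXNIP, which binds thioredoxin, was at -0.69 (standard error 0.138, adjusted p = 0.369) and ACTA2, a smooth muscle actin, at -0.66 (standard error 0.124, adjusted p = 0.369). Each of these genes was higher, or lower, on both exposed arrays than on both morning controls.
limma called 0 of 17381 genes tested, while 1373 had an unadjusted p under 0.05 and 17 of these also a fold change of at least 1.5, 11 higher and 6 lower. With that fold limit, an unadjusted analysis of variance gave 14 genes over all 8 arrays and 10 over the 4 arrays of the comparison. limma with a trended and robust prior called 6: CCL2, SLC5A3, NFKBIA, OAS1 and PAQR5 rose and ACSM3 fell. With the evening controls in place of the morning controls, a setting chosen after the data were seen, limma called 25.
Of the 34 gene lists, 7 lay higher and 9 lower by camera with its preset correlation, and 0 with an estimated correlation. Leaving out some single arrays ended the calls of the aldehyde dehydrogenase, epithelial junction, metallothionein and p53 target lists. It also ended those of the G2 and M phase, heat shock, short structured RNA and wound repair lists. The mean of small nucleolar RNAs turned to -0.0761 without primary pollutants replicate 2. EGFR ligands and MAPK feedback genes, which carry and restrain growth signals, had a median log2 fold change of 0.187 over 20 genes (adjusted p = 1.28e-06, and 0.357 with an estimated correlation). None of the 20 passed, over all probe sets or adjusted over the list alone, and 8 had an unadjusted p under 0.05. Branched-chain and propionate catabolism genes had a median of -0.151 over 22 genes (adjusted p = 2.11e-06, and 0.277 with an estimated correlation). None passed over all probe sets, 1 of them fell when adjusted over the list alone, and 6 had an unadjusted p under 0.05. FOXO target and growth arrest genes had a median of -0.104 over 29 genes (adjusted p = 3.23e-05, and 0.232 with an estimated correlation), with 0 passed over all probe sets, 1 lower when adjusted over the list alone and 12 at an unadjusted p under 0.05. Genes of cytoplasmic ribosomal proteins had a median of -0.0926 over 60 genes (adjusted p = 3.87e-06, and 0.277 with an estimated correlation), which turned to 0.000472 where arrays were scaled to these same genes. With the evening controls, a setting chosen after the data were seen, its adjusted p was 0.879.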

Lung cells exposed to the primary pollutant mixture showed differential expression of 19 genes, 15 with increased expression and 4 with decreased expression levels (Figure 2A). In contrast, the PCA pollutant exposure caused changes in the expression levels of 709 genes. Of these genes, 190 showed increased expression levels and 519 showed decreased levels (Figure 2A). Among these two lists, 14 overlapping genes were differentially expressed in response to both pollutant mixtures [for a complete listing of genes with significant changes in expression for the two exposure conditions, see Supplemental Material, Table 2 (http://dx.doi.org/10.1289/ehp.1003323)]. 

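The small nucleolar RNA SNORA80E and FGFBP1, a carrier of fibroblast growth factors, rose most after the PCA pollutants. SNORA80E, of the class that guides the modification of ribosomal RNA, rose by a log2 fold change of 2.67 (standard error 0.177, adjusted p = 0.000699). FGFBP1 rose by 1.94 (standard error 0.109, adjusted p = 0.000668), though it was at -0.61 in the evening over the morning control, and EREG, a ligand of the EGF receptor, by 1.50 (standard error 0.0987, adjusted p = 0.000699). CXCL5, a chemokine that attracts neutrophils, rose by 1.28 (standard error 0.124, adjusted p = 0.0017). The deepest falls were in DHRS3, which reduces retinal and fell by 1.88 (standard error 0.119, adjusted p = 0.000699), and LXN, a carboxypeptidase inhibitor, which fell by 1.66 (standard error 0.0974, adjusted p = 0.000668). SESN3, which restrains mTOR, fell by 1.57 (standard error 0.138, adjusted p = 0.00123) and PDCD4, an inhibitor of translation, fell by 1.50 (standard error 0.106, adjusted p = 0.000727).
Of 20 EGFR ligands and MAPK feedback genes, 9 rose, none fell and 11 did not pass, and the counts were the same adjusted over the list alone. Their median log2 fold change was 0.499 (adjusted p = 1.75e-07, and 0.208 with an estimated correlation). HBEGF, another ligand of the receptor, rose by 0.76 (standard error 0.0824, adjusted p = 0.00249). Of 18 small nuclear and other short structured RNAs, 3 rose, none fell and 15 did not pass, the same adjusted over the list alone. Their median was 0.311 (adjusted p = 3.85e-05, and 0.185 with an estimated correlation). Among them RNU11, of the minor spliceosome, rose by 1.88 (standard error 0.0869, adjusted p = 0.000592).
limma called 617 of 17470 genes tested (3.53%), with 62 at a fold change of 2 or more, of which 18 rose and 44 fell. When limma's treat tested each gene against the 1.5-fold limit itself, 28 genes passed. SNORA80E, FGFBP1, EREG, RNU11, DHRS3, LXN, SESN3 and PDCD4 are among the 28, and CXCL5 and HBEGF are not.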

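Genes of growth arrest, histones, mitosis and the breakdown of branched-chain amino acids lay lower after the PCA pollutants as lists, and part of each list fell. Of 29 FOXO target and growth arrest genes, 16 fell, none rose and 13 did not pass. Their median log2 fold change was -0.755 (adjusted p = 1.34e-12, and 0.0364 with an estimated correlation), the only list past 0.05 with an estimated correlation. TP53INP1, which promotes autophagy, fell by 1.42 (standard error 0.0725, adjusted p = 0.000668), and DEPTOR, an inhibitor of mTOR, fell by 1.13 (standard error 0.0745, adjusted p = 0.000699). Of 53 replication-dependent histone genes, 11 fell, none rose and 42 did not pass, with a median of -0.434 (adjusted p = 1.76e-11, and 0.173 with an estimated correlation). H4C8, a gene of histone H4, fell by 0.77 (standard error 0.0842, adjusted p = 0.00249). Of 29 G2 and M phase genes, 7 fell, none rose and 22 did not pass. Their median was -0.35 (adjusted p = 4.68e-09, and 0.208 with an estimated correlation). Against the morning controls, a setting chosen after the data were seen, it was -0.598. The evening over the morning control had a median of -0.242 for these genes. ASPM, of the mitotic spindle, fell by 0.87 (standard error 0.0798, adjusted p = 0.00139). Of 22 branched-chain and propionate catabolism genes, 5 fell, none rose and 17 did not pass, with a median of -0.429 (adjusted p = 5.53e-08, and 0.173 with an estimated correlation). ALDH6A1, a mitochondrial enzyme of valine breakdown, fell by 1.32 (standard error 0.0825, adjusted p = 0.000699). Adjusted over the list alone, the counts of all 4 lists were the same.
Of the 617 genes, 153 rose and 464 fell (75.2%). The split depends on the scale of the arrays. With the arrays centred on their medians, 104 rose and 669 fell. Scaled to ribosomal protein genes, 405 rose and 212 fell, since that scaling moves the median log2 fold change of all genes to 0.132. Each of the 4 lists stayed lower under every scaling tried.

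**Figure D1:**
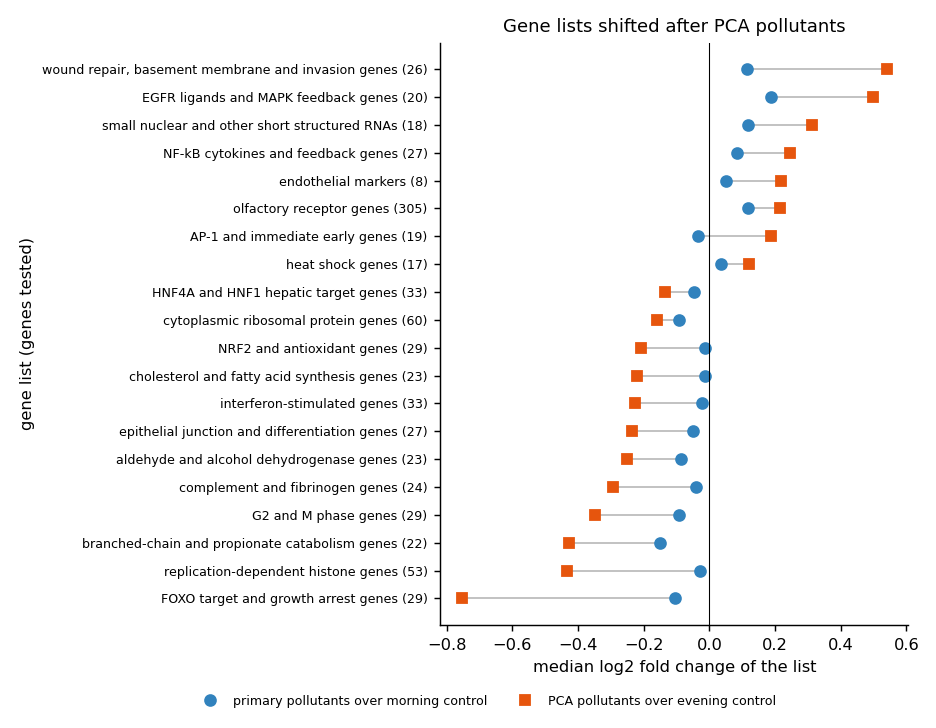
Median log2 fold change (horizontal axis) of the 20 gene lists that shifted after the PCA pollutants, for the primary pollutants over the morning control (circles) and the PCA pollutants over the evening control (squares), with the genes tested in brackets. The PCA medians run from -0.755 for FOXO target genes to 0.541 for wound repair genes. Scaled to ribosomal protein genes, the primary medians of the aldehyde dehydrogenase, AP-1, cholesterol, complement, ribosomal protein (the genes scaled to), epithelial junction, HNF4A, interferon, NRF2 and histone lists cross to the other side of 0.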

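By the unadjusted analysis of variance with the fold limit, CCL2, NFKBIA, OAS1, PAQR5, SLC5A3 and OR4A47 were higher after both mixtures, and ACSM3, ACTA2, ATP8B1 and TXNIP were lower after both. PAQR5, a membrane progesterone receptor, had log2 fold changes of 0.66 (standard error 0.0993, adjusted p = 0.292) after the primary and 1.13 (standard error 0.0993, adjusted p = 0.00119) after the PCA pollutants in limma. ACSM3, an enzyme that activates medium-chain fatty acids, was at -0.59 (standard error 0.103, adjusted p = 0.345) and -1.22 (standard error 0.103, adjusted p = 0.00113). limma called 0 genes after both mixtures, since it called none after the primary pollutants, and 6 with a trended and robust prior. An unadjusted p under 0.05 with the fold limit gave 10 genes, by limma and by the analysis of variance over 8 arrays. Among 17311 genes tested for both, 0.0764 higher and 0.107 lower genes would be shared by chance between the lists of the analysis of variance (one-sided Fisher's exact test, p = 2.78e-11 and p = 4.97e-07). These p-values take genes as independent, which they are not.
Of 612 genes changed by the PCA pollutants and tested for both mixtures, 555 (90.7%) had a primary fold change of the same sign. Across the 17311 genes, which are not independent replicates, Pearson's r of the 2 log2 fold changes was 0.464. Without primary pollutants replicate 1 it was 0.193.

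**Figure D2:**
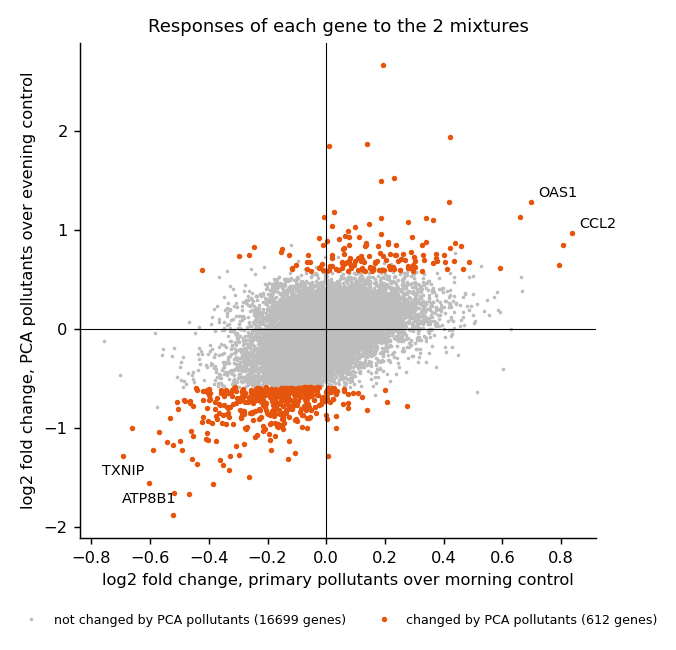
Log2 fold change of each gene after the primary pollutants (horizontal axis) and after the PCA pollutants (vertical axis), with the 612 genes changed by the PCA pollutants in orange and the others in grey. Most orange points lie at upper right or lower left, where both responses have the same sign.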

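The phospholipid transporter ATP8B1, the antiviral enzyme OAS1 and the fatty acid enzyme ACSM3 had larger fold changes after the PCA than after the primary pollutants, but none of these differences passed with the settings used throughout. ATP8B1's PCA response less its primary response was -0.96 on the log2 scale (standard error 0.189, adjusted p = 0.0776 over all probe sets). This difference was 0.59 for OAS1 (standard error 0.121, adjusted p = 0.0853) and -0.63 for ACSM3 (standard error 0.146, adjusted p = 0.101). It was 0.13 for CCL2 (standard error 0.156, adjusted p = 0.705), 0.02 for NFKBIA and 0.04 for SLC5A3, each less than its standard error. Of the study's shared genes with a value here, only the olfactory receptor gene OR4A47 had a larger primary response, by -0.15 (standard error 0.194).
Of 10 genes of the study's shared list with a value here, 9 had the larger log2 fold change after the PCA pollutants. The list was chosen on these arrays, so the tally is not independent evidence. limma called 0 of the 10 differences over all probe sets, 5 had an unadjusted p under 0.05, and 4 passed adjusted over the list alone. Those of ATP8B1, OAS1 and ACSM3 passed over all probe sets with a trended and robust prior (adjusted p = 0.0074, 0.00454 and 0.017) and with a minimum signal of 100 (adjusted p = 0.0317, 0.0342 and 0.0448). The tally was 6 without PCA pollutants replicate 1, and 6 with the controls exchanged, a setting chosen after the data were seen.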

Expression levels changed to a greater extent after PCA pollutant exposure than after primary pollutant exposure for 13 of the 14 overlapping genes. 

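CCL2, OAS1, NFKBIA and SLC5A3 were the last genes left for the primary pollutants as the limit on limma's unadjusted p was lowered. Their p-values were 8.37e-05, 5.1e-05, 4.55e-05 and 2.19e-05, for fold changes of at least 1.5. At that fold, limma's unadjusted p under 0.2 left 18 genes for the primary and 643 for the PCA pollutants. At 0.01 it left 14 and 617, at 0.001 it left 8 and 539, and at 0.0001 it left 4 and 361. By the analysis of variance over the 8 arrays, 17 and 641 genes were left at 0.2, 14 and 612 at 0.05, 7 and 526 at 0.01, 3 and 291 at 0.001, and 0 and 80 at 0.0001. The fold limit alone left 18 genes for the primary and 643 for the PCA pollutants.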

The extreme difference in the number of genes differentially expressed in response to PCA versus primary pollutant exposures persisted when parameters used to filter the data were altered (minimum fold change set to ± 1.5 and then required ANOVA *p*-values set to < 0.2 to < 0.0001) in a sensitivity analysis (data not shown).

**Figure 2:**
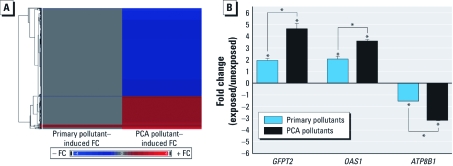
Air pollutant mixtures alter gene expression profiles in human lung cells. (*A*) Heat map showing average gene expression fold change (FC) of 714 total genes modulated by exposure to primary pollutant and/or PCA pollutant mixture. (*B*) qRT-PCR results displaying FC gene expression (mean ± SE). *p < 0.05 compared with the control or the other exposure condition.

*Validation of expression changes through qRT-PCR.* We used qRT-PCR to validate three genes selected based on their exposure-induced fold change magnitudes. From microarray analysis, *GFPT2* and *OAS1* were significantly up-regulated in expression and *ATP8B1* was significantly down-regulated by both primary and PCA pollutant exposures [see Supplemental Material, Table 2 (http://dx.doi.org/10.1289/ehp.1003323)]. 

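OAS1, which makes the signal that activates RNase L against viral RNA, had a log2 signal of 10.04 ± 0.043 in the morning control and 10.73 ± 0.121 after the primary pollutants (SD, n = 2 arrays). It was 9.93 ± 0.0545 in the evening control and 11.21 ± 0.0677 after the PCA pollutants (SD, n = 2 arrays). The log2 fold change of OAS1 was 0.70 (standard error 0.0854, adjusted p = 0.255) for the primary pollutants, which did not pass in limma, and OAS1 rose by 1.28 (standard error 0.0854, adjusted p = 0.000699) after the PCA pollutants. ATP8B1, which moves phospholipids across membranes, was at 8.82 ± 0.118 and 8.22 ± 0.275 in the morning control and the primary pollutants, and at 9.04 ± 0.0237 and 7.48 ± 0.115 in the evening control and the PCA pollutants (SD, n = 2 arrays each). Its log2 fold change was -0.60 (standard error 0.133, adjusted p = 0.408) for the primary pollutants, which did not pass, and it fell by 1.56 (standard error 0.133, adjusted p = 0.00113) after the PCA pollutants. The reference gene ACTB had log2 fold changes of -0.14 (standard error 0.0919) and -0.03 (standard error 0.0919) and changed after neither. GFPT2 was not analysed here.

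**Figure D3:**
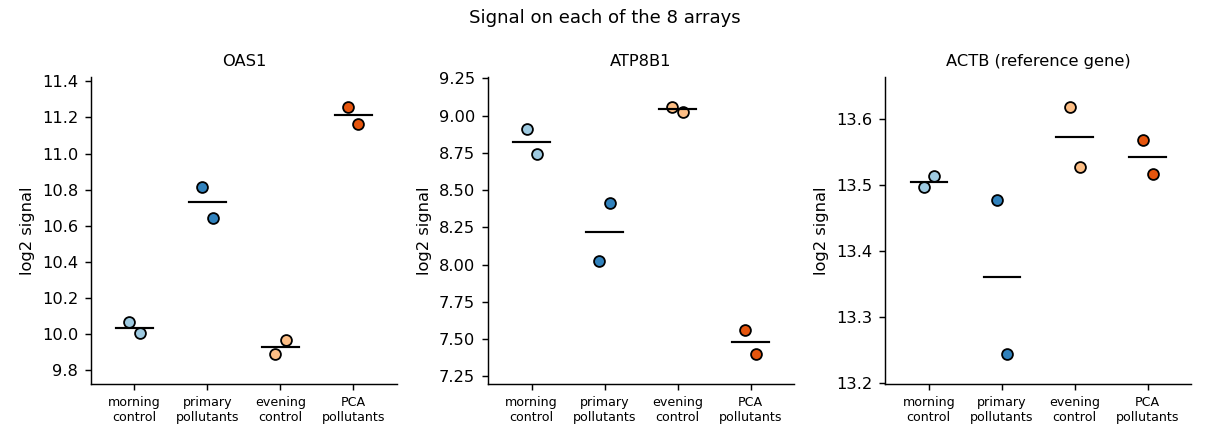
Log2 signal (vertical axis) of OAS1, ATP8B1 and ACTB on each of the 8 arrays (points), by group, with the mean of each group as a line. OAS1 is highest and ATP8B1 lowest on both PCA arrays, and 1 of the primary arrays has the lowest ACTB signal.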

PCR analysis confirmed significant (*p* < 0.05) up-regulation by air pollutant exposure in *GFPT2* (fold change = 1.85 and 4.52 for primary pollutants and PCA pollutants, respectively) and *OAS1* (fold change = 1.95 and 3.54; Figure 2B). PCR analysis also confirmed significant (*p* < 0.05) down-regulation of *ATP8B1* (fold change = –1.46 and –3.12).Furthermore, PCR analysis confirmed that these genes showed significantly (*p* < 0.05) greater fold change after exposure to PCA pollutants relative to primary pollutants.

*Network analysis and biological functions.* To identify potential biological pathways affected by air pollutant exposure in lung cells, the gene lists were overlaid onto molecular network maps. We algorithmically constructed networks containing the identified genes based on connectivity and known relationships among molecules. The 19 genes with altered expression from primary pollutant exposure generated one significant network (*p* < 10^–25^; Figure 3). This network consists of 35 total proteins, 9 of which are encoded by genes differentially expressed after primary pollutant exposure [see Supplemental Material, Table 3 (http://dx.doi.org/10.1289/ehp.1003323)]. Within this network, proteins that are associated with hepatocyte nuclear factor 4α (HNF4α) signaling showed altered expression levels (see Supplemental Material, Figure 1). 

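Target genes of HNF4A and HNF1, transcription factors of liver and gut epithelium, lay slightly lower after the primary pollutants. FGB, which encodes the beta chain of fibrinogen, had a log2 fold change of -0.37 (standard error 0.0773, adjusted p = 0.392) and the adhesion molecule CEACAM1 was at -0.38 (standard error 0.104, adjusted p = 0.465). Of 33 genes of the fixed HNF4A and HNF1 list, none passed in limma, over all probe sets or adjusted over the list alone, and 8 had an unadjusted p under 0.05. The median of the list was -0.0465 by camera (adjusted p = 0.00112, and 0.443 with an estimated correlation). It turned to 0.0466 where arrays were scaled to ribosomal protein genes. Against the evening controls, a setting chosen after the data were seen, it was -0.151. FGB and CEACAM1 passed in limma in that setting, at -0.67 and -0.94 (adjusted p = 0.0413 and 0.0393). The list itself had a median of 0.0892 in the evening over the morning control. HNF4A itself was not analysed here.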

There are also gene products related to cancer, respiratory disease, and inflammation, such as chemokine (C-C motif) ligand 2 (*CCL2*; also known as *MCP 1*).

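CCL2 and NFKBIA stood out among the NF-kB cytokine and feedback genes after the primary pollutants. Of 27 genes of this fixed list, none passed in limma over all probe sets, CCL2 and NFKBIA rose adjusted over the list alone, and 7 had an unadjusted p under 0.05. The list's median log2 fold change was 0.0845 by camera (adjusted p = 9.13e-06, and 0.277 with an estimated correlation). IL6, a cytokine of acute inflammation, was at 0.29 (standard error 0.0886, adjusted p = 0.48) and CXCL8, which encodes IL-8, at -0.06 (standard error 0.0704, adjusted p = 0.856). Of 7 changed genes of the study's network with a value here, 5 were higher and 2 lower. None passed over all probe sets and all 7 passed adjusted over the list alone, which is not independent evidence, since the list was chosen on these arrays.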

**Figure 3:**
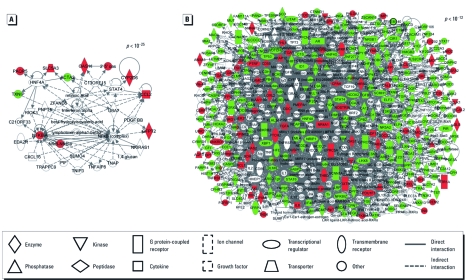
Network analysis of the genes affected by air pollutant exposure. Protein networks display the network associated with primary pollutant exposure (*A*) and the large interactome associated with PCA pollutant exposure (*B*). Symbols represent protein products of genes that are up-regulated (red), down-regulated (green), or associated with the differentially expressed genes (open).

Overlaying the 709 PCA-pollutant–altered genes resulted in the generation of 25 significant networks [*p-*values ranging from 10^–12^ to 10^–52^; see Supplemental Material, Table 3 (http://dx.doi.org/10.1289/ehp.1003323)]. These 25 networks consist of 838 total proteins, 458 of which are encoded by genes differentially expressed after exposure to PCA pollutants Interestingly, we identified a large interacting protein network (i.e., interactome) containing 23 of the 25 networks modulated by PCA pollutants (*p* < 10^–12^; Figure 3). 

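Several epithelial and hepatic genes linked to HNF4 fell after the PCA pollutants, while most of a fixed list of HNF4A and HNF1 targets did not pass. CDH1, which encodes E-cadherin, fell by 1.11 (standard error 0.0721, adjusted p = 0.000699) on the log2 scale, FGB fell by 0.91 (standard error 0.0773, adjusted p = 0.00113) and CYP4F3, which oxidizes leukotriene B4, fell by 0.81 (standard error 0.0874, adjusted p = 0.00248). HNF4G, a paralog of HNF4A, fell by 0.73 (standard error 0.0875, adjusted p = 0.00291). Of 28 changed genes of the study's HNF4 network with a value here, 4 rose, 23 fell and 1 did not pass, the same adjusted over the list alone. These counts are not independent evidence, since the genes were chosen on these arrays.
Of 33 genes of the fixed HNF4A and HNF1 list, 11 fell, none rose and 22 did not pass, the same adjusted over the list alone. The list's median log2 fold change was -0.134 by camera (adjusted p = 0.0314, and 0.482 with an estimated correlation). Without PCA pollutants replicate 1 the adjusted p was 0.16. Against the morning controls, a setting chosen after the data were seen, the median was 0.00048 (adjusted p = 0.391).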

Within this interactome, we identified a highly significant (*p* < 10^–52^) smaller network (Figure 4) showing enrichment for the HNF4α pathway. As an alternative approach to the analyses, we used g:Profiler (Bioinformatics, Algorithmics and Data Mining Group 2011), which interprets gene lists by identifying enriched protein–protein interactions using the BioGRID database (BioGRID 2011). We also found the enrichment for proteins involved in HNF4α signaling using this alternative method (see Supplemental Material, Figure 2). Another network identified within the PCA-induced interactome shows a significant enrichment of proteins involved in inflammation linked to IL-8 and activator protein-1 (AP-1) signaling (*p* < 10^–27^) (see Supplemental Material, Figure 3). These subnetworks contain proteins known to be related to cancer, inflammation, cardiovascular disease, and respiratory disease.

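Inflammatory and immediate early genes lay higher after the PCA pollutants as lists, though most of them did not pass. Of 27 NF-kB cytokine and feedback genes, 7 rose, 1 fell and 19 did not pass, with a median log2 fold change of 0.244 (adjusted p = 1.22e-05, and 0.173 with an estimated correlation). Of 19 AP-1 and immediate early genes, 4 rose, 1 fell and 14 did not pass, with a median of 0.187 (adjusted p = 0.00164, and 0.341 with an estimated correlation). Both sets of counts were the same adjusted over the list alone. NR4A1, a nuclear receptor induced within minutes of many stimuli, rose by 0.76 (standard error 0.108, adjusted p = 0.00509). Of 20 changed genes of the study's IL-8 and AP-1 network with a value here, 7 rose and 13 fell, the same adjusted over the list alone. They were chosen on these arrays and are not independent evidence. Within that network ODC1, which starts polyamine synthesis, rose by 0.74 (standard error 0.0833, adjusted p = 0.00253). SFRP4, an antagonist of Wnt signals, fell by 1.65 (standard error 0.179, adjusted p = 0.00244) and ADD3, of the membrane skeleton, fell by 0.99 (standard error 0.0857, adjusted p = 0.00114).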

**Figure 4:**
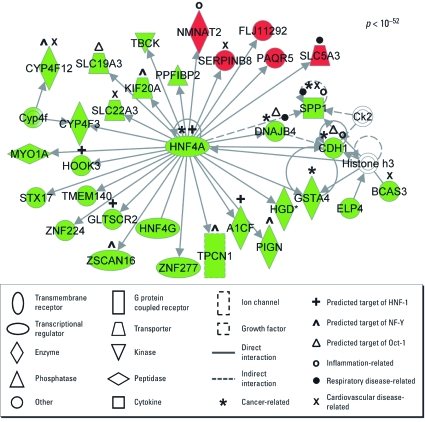
HNF4α signaling is altered by PCA pollutant exposure, as shown by the most significant network within the PCA-pollutant–associated interactome. Symbols represent protein products of up-regulated genes (red) and down-regulated genes (green). NF‑Y, nuclear transcription factor Y.

To further understand the biological effects of air pollutant exposure, we queried the constructed networks for biological processes and disease signatures. The network associated with primary pollutant exposure showed significant association with one disease signature—cancer [*p* = 3 × 10^–6^; see Supplemental Material, Figure 4 (http://dx.doi.org/10.1289/ehp.1003323)]. PCA pollutant exposure, on the other hand, modified the expression of genes whose protein products are associated with 10 different biological processes (see Supplemental Material, Figure 4) including cancer (*p* < 1.9 × 10^–12^), cellular movement (*p* < 7.0 × 10^–10^), cellular growth and proliferation (*p* < 4.2 × 10^–7^), tissue development (*p* < 1.5 × 10^–6^), and cardiovascular disease (*p* < 1.8 × 10^–6^). 

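Genes of wound repair lay higher after the PCA pollutants as a list, and genes of epithelial junctions and of complement lower, though most genes of each list did not pass. Of 26 wound repair, basement membrane and invasion genes, 12 rose, none fell and 14 did not pass, with a median log2 fold change of 0.541 (adjusted p = 1.1e-11, and 0.173 with an estimated correlation). SERPINE2, a protease inhibitor, rose by 1.08 (standard error 0.102, adjusted p = 0.00153), TNS4, of focal adhesions, by 1.06 (standard error 0.112, adjusted p = 0.0023) and PLAU, the urokinase protease, by 0.81 (standard error 0.0893, adjusted p = 0.0025). Of 24 complement and fibrinogen genes, 8 fell, 1 rose and 15 did not pass, with a median of -0.293 (adjusted p = 0.00299, and 0.185 with an estimated correlation). C1RL, a protease related to complement C1r, fell by 1.01 (standard error 0.0679, adjusted p = 0.000699), and CD55, which restrains complement, rose by 0.84 (standard error 0.109, adjusted p = 0.00376). Of 27 epithelial junction and differentiation genes, 4 fell, 1 rose and 22 did not pass, with a median of -0.237 (adjusted p = 0.0314, and 0.208 with an estimated correlation). Without PCA pollutants replicate 1 this list's adjusted p was 0.0603, and after cyclic loess normalization 0.0648. Against the morning controls it was 0.0795 for this list and 0.183 for the complement list. Both of these settings were chosen after the data were seen. ERBB3, a receptor of neuregulins, fell by 1.22 (standard error 0.0957, adjusted p = 0.000977), and CLDN1, of tight junctions, rose by 0.72 (standard error 0.0941, adjusted p = 0.00388). The counts of all 3 lists were the same adjusted over the list alone. Of 410 changed genes of the study's 25 PCA networks with a value here, 87 rose, 310 fell and 13 did not pass, which is not independent evidence.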

As an alternative approach, we also performed a disease signature enrichment analysis using the functional annotation tool within the Database for Annotation, Visualization, and Integrated Discovery (DAVID) (Huang et al. 2009). Similar disease categories were identified as enriched using this alternate database (see Supplemental Material, Table 4).

*Transcription factors predicted to regulate response.* We performed transcription factor binding site analysis to predict regulatory mechanisms that potentially underlie gene expression changes associated with air pollution exposure. For the primary pollutants, analysis of the promoter regions of the 19 differentially expressed genes identified significant (*p* < 0.05) enrichment for binding sites of 17 transcription factors [see Supplemental Material, Table 5 (http://dx.doi.org/10.1289/ehp.1003323)]. In the PCA pollutant gene set, 53 transcription factors with significantly (*p* < 0.05) enriched binding sites were predicted (see Supplemental Material, Table 5). Comparison of the transcription factors associated with primary and PCA pollutant exposure revealed six common, overlapping transcription factors predicted to regulate the genomic responses to both exposure conditions. All six of these transcription factors are associated with genes that showed down-regulation upon exposure to air pollutants. The overlapping transcription factors with the most significant *p*-values were hepatocyte nuclear factor 1 (HNF1; *p* = 0.003), nuclear transcription factor Y(NF-Y; *p* = 0.005), and POU class 2 homeobox 1 (Oct-1; *p* = 0.014). 

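Nearly all predicted targets of each of these factors fell after the PCA pollutants, while the subunits of NF-Y did not change. Of 88 predicted targets of HNF-1 with a value here, 86 fell and 2 did not pass after the PCA pollutants. Of 106 predicted targets of NF-Y, 105 fell and 1 did not pass, and all 51 predicted targets of Oct-1 fell. The counts were the same adjusted over the list alone. They are not independent evidence, since the targets were taken from genes that fell on these arrays. After the primary pollutants, the predicted HNF-1 targets were ACSM3 and TXNIP, neither of which passed over all probe sets, and both fell adjusted over the list alone. The NF-Y subunit genes NFYA, NFYB and NFYC had PCA log2 fold changes of -0.03 (standard error 0.0804), -0.12 (standard error 0.0779) and -0.10 (standard error 0.0741).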

All predicted targets are included in Supplemental Material, Table 5.

*Inflammatory cytokine IL-8 release.* Analysis showed that only a small amount of IL-8 was released from lung cells exposed to primary pollutants (average fold increase = 1.14; *p* = 0.50) compared with IL-8 release after exposure to PCA pollutants (average fold increase = 3.79; *p* < 0.001).

*Conservation of genes modified from air toxics exposures.* To gain further insight into the genes dysregulated by air toxics exposure, we compared our results with those of an existing genomic database from a study analyzing human lung epithelial cells exposed to cigarette smoke (Maunders et al. 2007). We performed this analysis because many chemicals are present in both cigarette smoke and PCA pollutant exposures, including benzene, formaldehyde, toluene, NO_x_, and various other hydrocarbons (U.S. EPA 1992). In the cigarette smoke study (Maunders et al. 2007), microarray analysis was performed to identify differentially expressed genes in lung cells at 1, 6, and 24 hr postexposure. In the present study, we identified a total of 52 genes with differential expression associated with cigarette smoke exposure (across all three time points) and PCA pollutants, 32 of which are down-regulated in all conditions [see Supplemental Material, Table 6 (http://dx.doi.org/10.1289/ehp.1003323)]. 

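Of 49 genes of the study's cigarette smoke list with a value here, 11 rose, 37 fell and 1 did not pass after the PCA pollutants. All 31 of those listed as lower at each smoke time point fell, with a median log2 fold change of -0.735. Among them DTX3L, a ubiquitin ligase induced by interferon, fell by 0.89 (standard error 0.0891, adjusted p = 0.0019). The counts were the same adjusted over the list alone. They describe the PCA side only and are not independent evidence, since the list was chosen among genes changed on these arrays. After the primary pollutants none of the 49 passed over all probe sets in limma, 1 fell adjusted over the list alone, and 18 had an unadjusted p under 0.05.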

We used molecular network analysis to analyze the list of 32 air-toxics–modulated genes. The most significant (*p* < 10^–25^) network is enriched for the HNF4α signaling pathway (see Supplemental Material, Figure 5).

## Discussion

In this study, we compared the expression levels of > 25,000 genes in human lung epithelial cells exposed to mixtures representing either primary or PCA air pollutants. The complex air pollutant mixtures were generated in an outdoor environmental irradiation chamber simulating urban exposure conditions. The primary pollutant mixture contained compounds in fresh emissions at the early stages of atmospheric chemistry. In contrast, the PCA pollutant mixture consisted of compounds humans are exposed to in photochemically aged outdoor urban environments, with higher concentrations of reaction products formed from primary pollutants reacting throughout the day (Jeffries and Sexton 1995; Sexton et al. 2004).

Chemical component analysis of 43 compounds verified that the pollution chemistry analyzed within the environmental irradiation chamber was similar to urban air photochemistry (Jeffries and Sexton 1995). More specifically, levels of primary air pollutants, including NO_x_ and multiple VOCs, decreased throughout the experiment and were lower in the PCA pollutant mixture. At the same time, chemical reactions among NO_x_, VOCs, and sunlight generated secondary products present at higher concentrations in the PCA mixture, including ozone, formaldehyde, and peroxyacetyl nitrate. In general, the chemical concentrations within the PCA pollutant exposure were higher than most ambient levels but still comparable (Jeffries and Sexton 1995). For example, the average ozone concentration during the PCA exposure was approximately 140 ppb. Although this ozone level is considered high for most areas, concentrations ≥ 120 ppb have frequently been measured in certain cities as daily 1-hr maximum concentration levels (U.S. EPA 2006). Although we measured > 40 compounds, other chemicals in addition to those directly measured likely contributed to the observed cellular responses. Clearly, a complete chemical characterization of all chemicals was not possible.

In our study, we performed complex air chemistry exposures using an *in vitro* exposure system that allows direct exposures between chemically and physically unaltered air pollutants and target cells. We recognize that this setup does not completely mimic the *in vivo* human respiratory system. For example, *in vivo* the fluid layer coating lung epithelial cells contains proteins and antioxidants (Cross et al. 1994) that may mitigate the toxicity of inhaled chemicals. In addition, multiple cell types within the respiratory system may interact and influence inhalation responses in ways we are currently unable to simulate. Although A549 cells have been proposed as a standardized model to study lung epithelium (Foster et al. 1998), they are tumorous cells that may respond differently than primary cell lines. Still, the experimental setup fulfills our aim to perform a novel baseline study that generates testable hypotheses to be pursued mechanistically.

We found through our genomics analysis that exposure to primary pollutants altered the expression of only 19 genes, whereas exposure to PCA pollutants altered the expression of 709 genes. In addition, there was a difference in cytotoxicity. However, the differences in gene expression were unlikely to be related to this differential cytotoxicity. 

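The responses to the mixtures differed for single genes such as the retinoic acid receptor gene RARB, and for the list of growth arrest genes. RARB had a PCA response less its primary response of -1.28 on the log2 scale (standard error 0.129, adjusted p = 0.023), as it fell by 1.28 after the PCA pollutants and was at 0.00 after the primary pollutants. For RPPH1, the RNA of ribonuclease P, the difference was 1.15 (standard error 0.144, adjusted p = 0.0359), and for GLIPR1, a secreted protein related to plant pathogenesis proteins, 1.14 (standard error 0.126, adjusted p = 0.0293). TM4SF20, a membrane protein that controls cleavage of a transcription factor, differed by -1.18 (standard error 0.12, adjusted p = 0.023), and by -0.71 with the controls exchanged, a setting chosen after the data were seen. FOXO target and growth arrest genes differed as a list by a median of -0.722 (adjusted p = 1.76e-14 by camera, and 0.0266 with an estimated correlation), and 9 of them passed in limma. With the controls exchanged this median was -0.452. Wound repair genes differed by a median of 0.512 and replication-dependent histone genes by -0.415 (adjusted p = 2.51e-12 for each, and 0.243 with an estimated correlation), with 1 gene of each list that passed.
The difference between both responses, tested in the same fit, passed for 77 of 17540 genes, 16 with a higher and 61 with a lower PCA response. Mixture, time of day and exposure run cannot be told apart in this test. The count of 77 fell with any 1 array left out, and RARB, RPPH1, GLIPR1 and TM4SF20 each missed the test. Such a fit leaves 1 array in a group, so the loss does not show that a call rests on the array left out. The difference for GLIPR1 then stayed at 1.05 to 1.23. The count was 3 without morning control replicate 1 and 3 without PCA pollutants replicate 2. It was 0 without morning control replicate 2, without primary pollutants replicate 1 or 2, without evening control replicate 1 or 2, and without PCA pollutants replicate 1. From the number of networks altered by each mixture, the paper proposes that secondary species formed in light alter signalling in lung cells more than primary emissions do.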

In support of this, it has been shown in various eukaryotic cell types that extent of genomic change is not associated with cell death (Jelinsky et al. 2000; Tsukue et al. 2010).

To identify molecular pathways influenced by exposure to air pollutants, the differentially expressed genes were integrated with their protein products and queried for known interactions. A significant difference was evident between the number of altered networks associated with exposure to primary and PCA pollutants. These results suggest that exposure to secondary reactive species created through photochemical reactions induces greater changes in lung cell molecular network signaling than does exposure to primary emitted air pollutants.

As revealed through network analysis, inflammatory response pathways were modulated in lung cells exposed to air pollutants. For example, *CCL2*, *IL-8*, and *AP-1* expression levels were all increased. 

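The genes of CCL2, IL-8 and the AP-1 subunit JUN rose after the PCA pollutants. CCL2 rose by a log2 fold change of 0.97 (standard error 0.111, adjusted p = 0.00256), CXCL8, which encodes IL-8, by 0.68 (standard error 0.0704, adjusted p = 0.00217) and JUN by 0.75 (standard error 0.0745, adjusted p = 0.00184). JUN was at -0.26 (standard error 0.0745, adjusted p = 0.47) after the primary pollutants, and its PCA response was higher by 1.01 (standard error 0.105, adjusted p = 0.023). For CXCL8 that difference was 0.74 (standard error 0.0995, adjusted p = 0.0359). Among the other AP-1 subunits, none passed both limits after the PCA pollutants. FOSL1 was at 0.44 (standard error 0.0809, adjusted p = 0.0119) and JUNB at -0.36 (standard error 0.0797, adjusted p = 0.0208). FOS was at 0.08, FOSB at -0.22, FOSL2 at 0.04 and JUND at 0.04. The differences of JUN and CXCL8 missed the test with any 1 of the 8 arrays left out, a fit that leaves 1 array in a group. They then stayed at 0.96 to 1.07 for JUN and 0.70 to 0.78 for CXCL8.

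**Figure D4:**
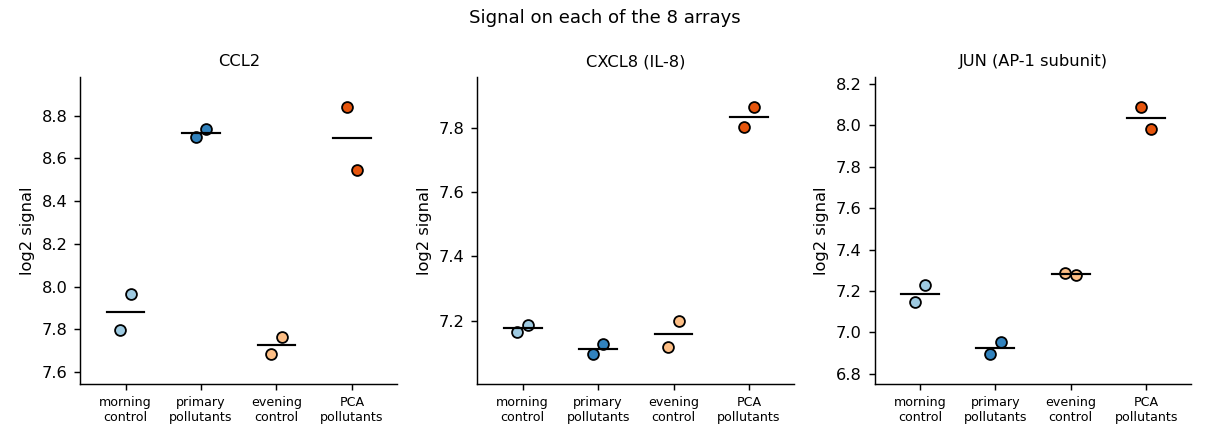
Log2 signal (vertical axis) of CCL2, CXCL8 and JUN on each of the 8 arrays (points), by group, with the mean of each group as a line. CCL2 is higher on all 4 exposed arrays than on the controls, and CXCL8 and JUN are higher on the PCA arrays than on all others.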

CCL2 is a chemoattractant protein that recruits monocytes to sites of infection and trauma, and it regulates monocyte, dendritic cell, memory T cell, and basophil infiltration during inflammation (Charo and Ransohoff 2006). Also, increased *IL-8* expression is a biomarker of air-pollutant–induced lung inflammation (Jaspers et al. 1997; Sexton et al. 2004) and is associated with inflammatory lung disease (Charo and Ransohoff 2006). We verified the increased expression of IL-8 protein, which showed significantly increased levels associated with PCA pollutant exposure. Network analysis showed that AP-1 may regulate the altered IL-8 response pathway. Interestingly, ozone, a secondary air pollutant produced within PCA mixtures, has been shown to activate AP-1, which potentially regulates ozone-induced IL-8 release (Jaspers et al. 1997). Our results are therefore consistent with other studies (Jaspers et al. 1997; Sexton et al. 2004) showing that air pollution exposures, such as those in urban environments, may influence lung cell function by altering the levels of gene transcripts and proteins associated with inflammatory response pathways.

In addition to changes in inflammation-related proteins, our research revealed changes in genomic responses associated with other diseases, including cancer, respiratory disease, and cardiovascular disease. Air particulate matter exposure has been clearly linked to cardiovascular events (Brook et al. 2004). More recent investigations have revealed that cardiovascular toxicity can also be triggered by gaseous air pollutants (Campen et al. 2010; Lund et al. 2007). Our network analysis illustrates that exposure to gaseous air pollutant mixtures modified the expression levels of genes that encode proteins associated with cardiopulmonary effects.

To analyze regulatory mechanisms underlying changes in gene expression resulting from air pollutant exposures, we computationally predicted putative mediating transcription factors. We identified six transcription factors as potential regulators of the observed transcriptional response to both primary and PCA pollutant exposures. These transcription factors include Oct-1 and HNF1, whose binding sites are enriched in genes with decreased expression after exposure. The transcription factor Oct-1 targets genes encoding proteins involved in cancer-related metabolism, such as proteins that contribute to decreased mitochondrial function and increased glycolysis rates (Kang et al. 2009). In addition, loss of Oct-1 can cause cells to become hypersensitive to genotoxic and oxidative stress agents (Kang et al. 2009). The most significant enrichment was for HNF1, which has a known association with inflammatory pathway signaling underlying coronary heart disease (Armendariz and Krauss 2009). The transcription factor HNF1 is also known to control *HNF4*α transcription (Hatzis and Talianidis 2001). In the present study, *HNF4*α was down-regulated by PCA pollutant exposure, and HNF4α signaling was enriched within networks associated with both primary and PCA pollutants. In addition, to gain further understanding of the cellular effects of air toxics, we compared our PCA pollutant results with those of an existing genomics database from a study that evaluated human lung cells exposed to cigarette smoke (Maunders et al. 2007). Interestingly, the overlapping genes were also enriched for the HNF4α pathway. This comparison shows that similar regulatory mechanisms may underlie cellular responses to diverse air toxics.

Currently, information relating HNF1 and HNF4α signaling with lung cell function is limited. It is noteworthy that a very recent study showed that HNF4α expression is evident in pulmonary adenocarcinoma tissues (Kunii et al. 2011). To our knowledge, our study is the first to identify links between the transcription factors HNF1 and HNF4α and air pollutant responses in lung epithelial cells.

We used two exposure atmospheres in our study, with each atmosphere containing a large number of chemical compounds. When inhaled, these compounds are known to influence lung function (e.g., ozone) (U.S. EPA 2006) and cause cancer (e.g., acetaldehyde, benzene, formaldehyde) (World Health Organization 2010). Because of the complexity of the exposure atmospheres, we could not establish which chemicals within the mixtures caused the observed cellular responses. As shown in our previous study using the same chemical starting materials (Sexton et al. 2004), numerous compounds in addition to ozone contribute to PCA pollutant responses. Future research will investigate which chemical constituents, or combinations thereof, may be driving the observed differences in genomic response.

## Conclusions

This study applied toxicogenomics-based analyses to air chemistry research to reveal potential biological mechanisms that may underlie health effects induced by air mixtures. The genomewide comparison highlights a significantly more robust response in lung cells exposed to PCA pollutants compared with primary pollutants. Mapping the genes affected by pollutant exposures to their encoded protein products and analyzing their biological functions revealed a relationship between air pollution exposure and pathways associated with IL-8, AP-1, and HNF4α. These findings suggest that PCA pollutants, to a greater extent than freshly emitted air pollutants, may significantly contribute to adverse health effects related to air pollution. With these findings, we suggest that air toxicology studies and pollution control policies need to increase focus on secondary products within PCA air pollutant mixtures in order to improve public health.

## Supplemental Material

(2 MB) PDF Click here for additional data file.

# Supplementary material for: A Toxicogenomic Comparison of Primary and Photochemically Altered Air Pollutant Mixtures
**Source:** Environ Health Perspect. 2011 Jul 14;119(11):1583–9. doi: 10.1289/ehp.1003323
**Supplement:** (2 MB) PDF

# **Supplemental Material**

## **A Toxicogenomic Comparison of Primary and Photochemically Altered Air Pollutant Mixtures**

Julia E. Rager<sup>1</sup>, Kim Lichtveld<sup>1</sup>, Seth Ebersviller<sup>1</sup>, Lisa Smeester<sup>1</sup>, Ilona Jaspers<sup>2</sup>, Kenneth G. Sexton<sup>1</sup>, and Rebecca C. Fry<sup>1</sup>

### **Authors' Affiliations:**

# Supplemental Material

## TABLE OF CONTENTS

Supplemental Material, Figure 1

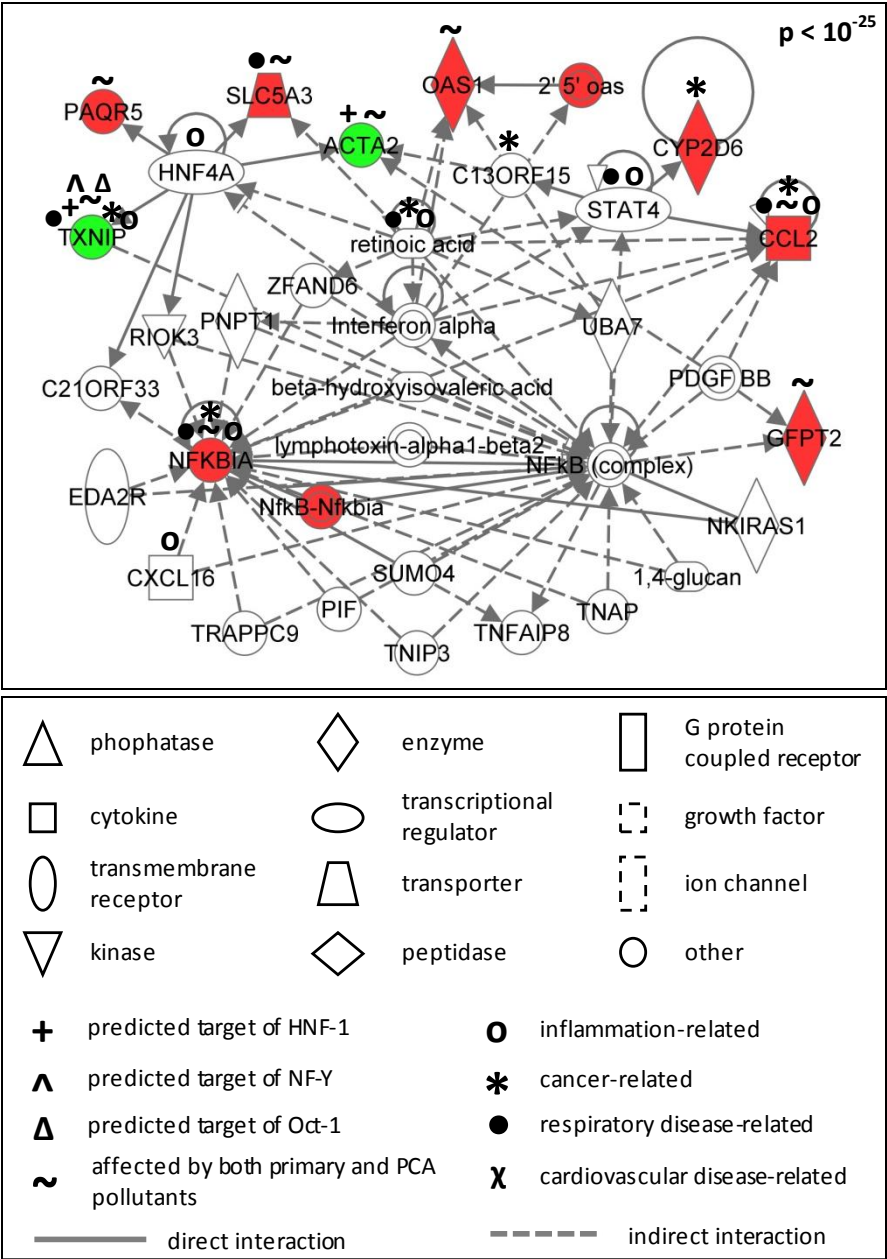

**Supplemental Material, Figure 1: Primary pollutant-associated network with HNF4α signaling.** Network is displayed with symbols representing protein products of genes that are up-regulated (red symbols), down-regulated (green symbols), or associated with the differentially expressed genes (clear symbols).

## Supplemental Material, Figure 2

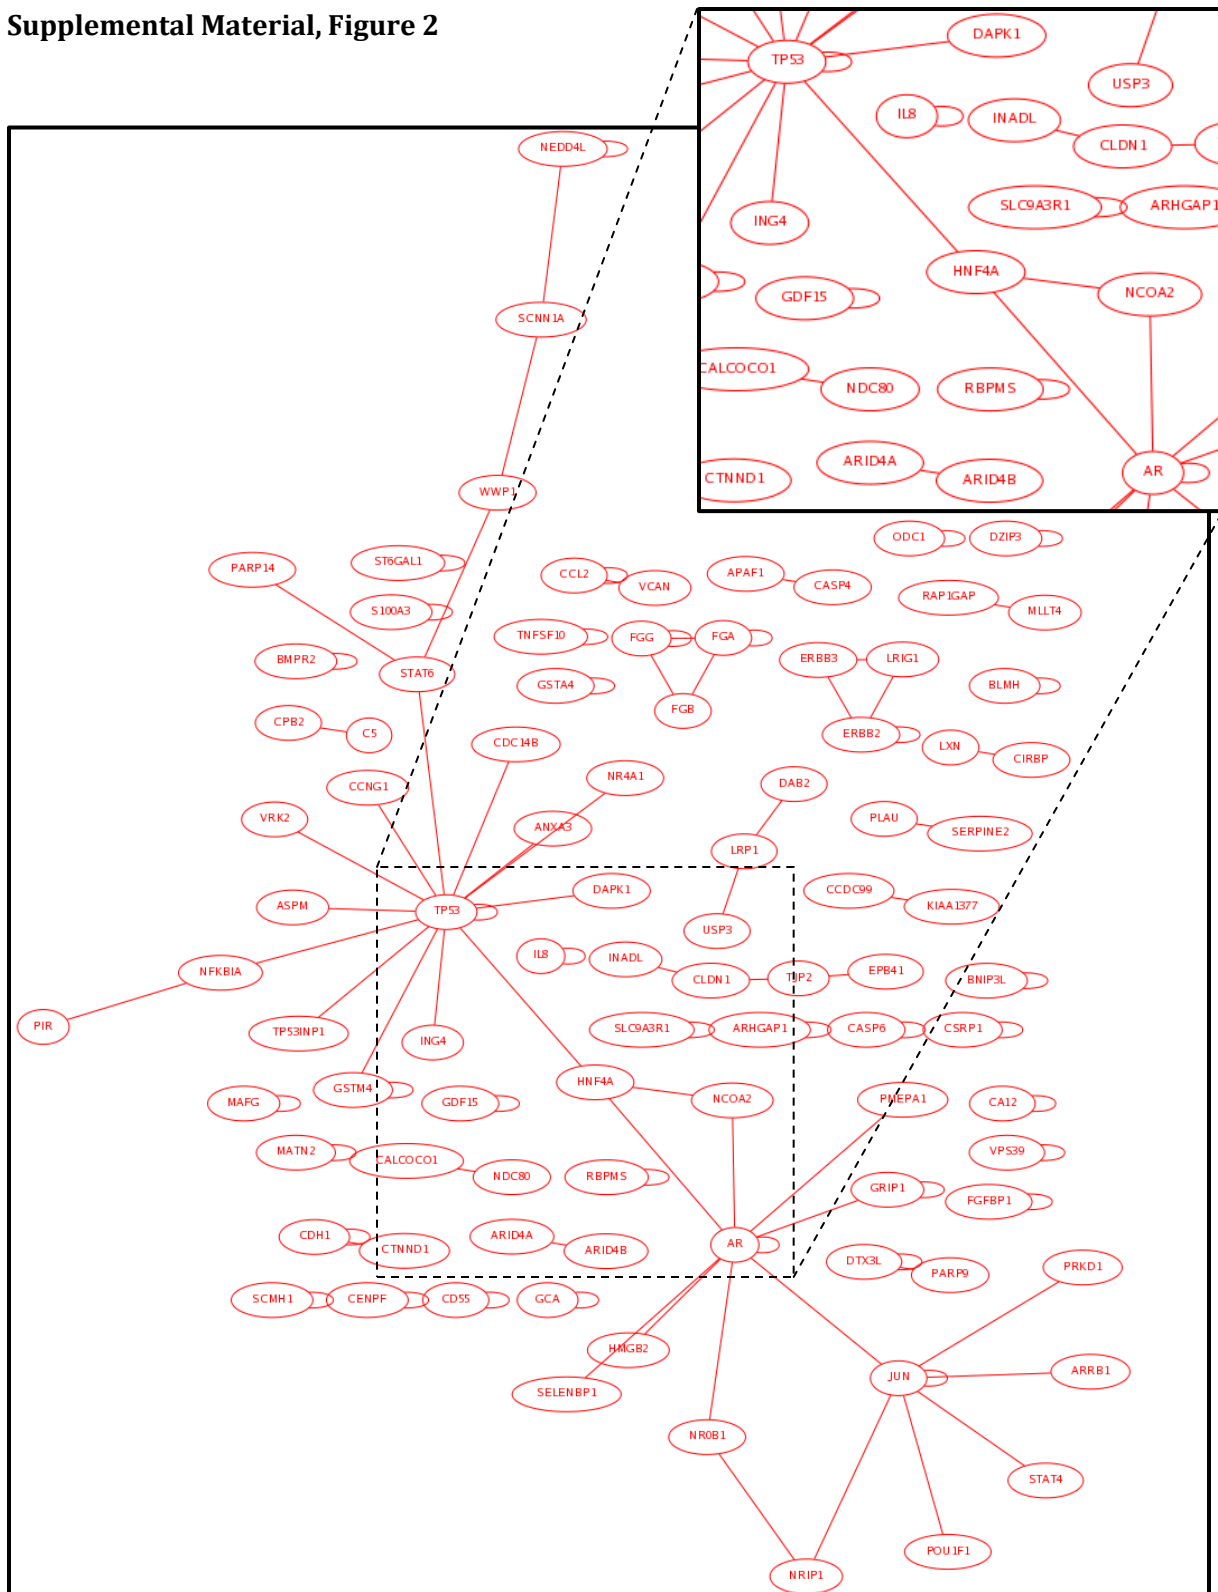

**Supplemental Material, Figure 2: Network interactions associated with PCA pollutants involving HNF4 $\alpha$ , as identified through g:Profiler.** Protein-protein maps illustrate known interactions (as annotated in the BioGrid database) between proteins encoded by genes differentially expressed from PCA pollutant exposure (g:Profiler 2011, Reimand et al. 2007).

# Supplemental Material, Figure 3

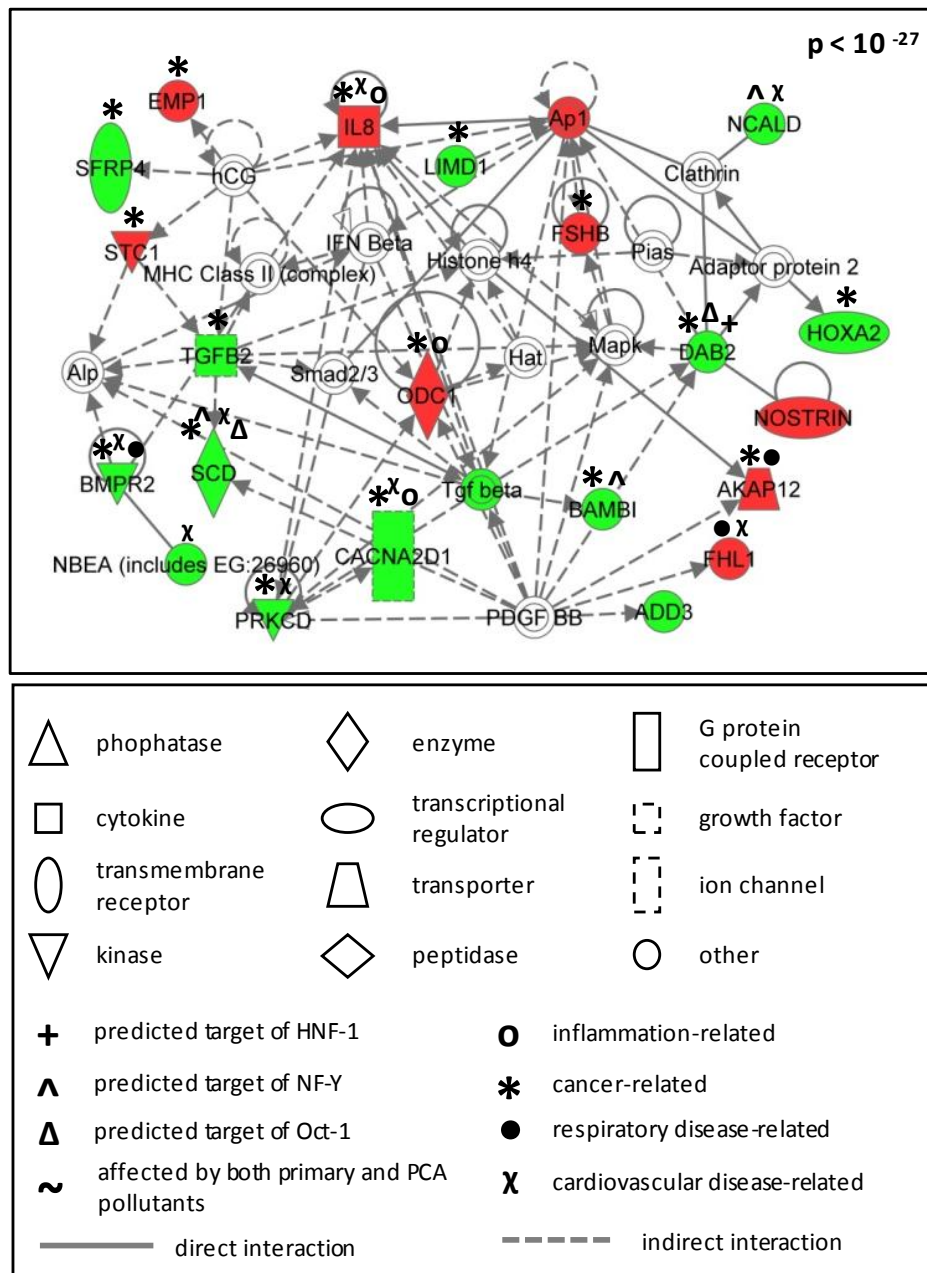

## Supplemental Material, Figure 3: IL-8 and AP-1 network associated with PCA pollutants.

Network is displayed with symbols representing protein products of genes that are up-regulated (red symbols), down-regulated (green symbols), or associated with the differentially expressed genes (clear symbols).

**Supplemental Material, Figure 4**

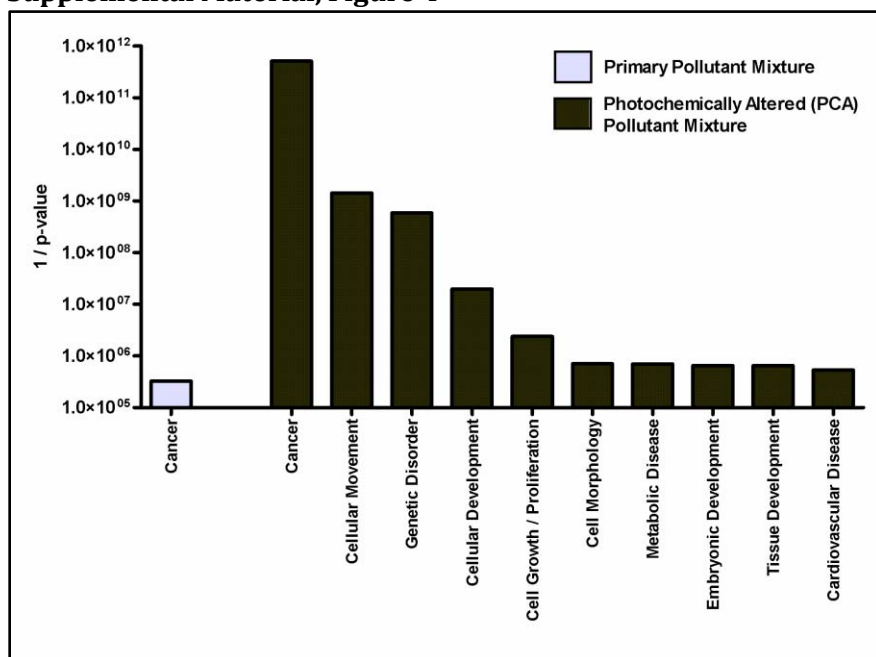

**Supplemental Material, Figure 4: Biological functions significantly associated with primary and PCA pollutant exposure.**

Supplemental Material, Figure 5

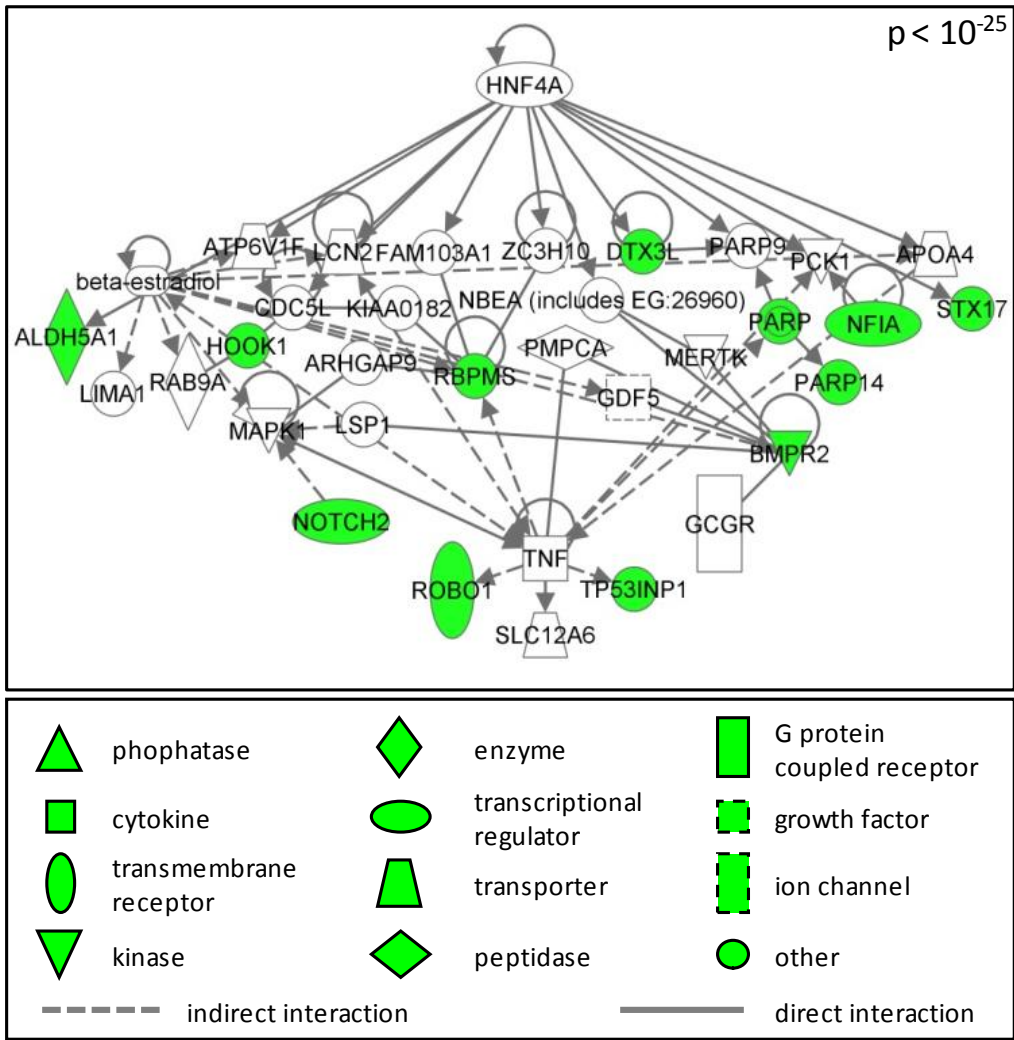

**Supplemental Material, Figure 5: A common molecular network modulated by exposure to cigarette smoke or photochemically altered (PCA) air pollutants.** This protein network displays the most significant network predicted to be altered in lung cells exposed to cigarette smoke (Mauders et al. 2007) or PCA pollutants. The network is displayed with symbols representing protein products of genes that down-regulated (green symbols) in response to both PCA and cigarette smoke, or associated with the differentially expressed genes (clear symbols).

**Supplemental Material, Table 1: Volatile organic compounds detected through gas chromatography throughout the experiment day.** Values are weighted averages taken from samples collected at 8:45 AM, 10:00 AM, 12:40 PM, 4:42 PM, and 5:57 PM.

**Supplemental Material, Table 2: Genes identified as significantly\* differentially expressed upon exposure to primary or photochemically altered (PCA) pollutants.**

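Supplemental Table 2 gives a fold change and a p-value for each gene and mixture, with falls written as negative folds. Of the 709 genes it lists for the PCA pollutants, 615 had a value here, and 610 of these lay in the listed direction. FGFBP1 and DHRS3 are among the 610. For 599 of the 709 a probe set on the arrays gave the listed fold change to within 0.01, as a ratio of group means on the log2 scale turned back into a fold. limma called 589 of the 615 changed, and 586 of its 617 calls have the table's symbol and direction. Of the 19 genes listed for the primary pollutants, 12 had a value here, all in the listed direction, and the fold of 11 was matched to within 0.01. CCL2, SLC5A3, OAS1, TXNIP and ATP8B1 are among the 12. The listed genes were chosen on these arrays, so the counts are not independent evidence.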

Dashes (-) indicate insignificant changes in expression.

\* Fold change  $\geq 1.5$  or  $\leq -1.5$ , p-value  $< 0.05$ , q-value  $< 0.05$

**Supplemental Material, Table 3: Network proteins associated with exposure to (A) primary and (B) photochemically altered (PCA) pollutant mixtures.**

**Supplemental Material, Table 4: Disease categories identified by DAVID analysis as enriched in cells exposed to (A) primary pollutants, and (B) PCA pollutants.**

DAVID's functional annotation tool was used to identify associated diseases (Dennis 2003, Huang 2009a, Huang 2009b). P-values are calculated using a modified Fisher's Exact test (as described in Hosack 2003). Overlapping disease categories identified through the Ingenuity Systems® analysis are also detailed.

**Supplemental Material, Table 5: Transcription factors predicted to regulate genes modified upon exposure to (A) both primary and PCA pollutants, (B) primary pollutants, and (C) PCA pollutant mixtures.**

**Supplemental Material, Table 6: Genes commonly differentially expressed upon exposure to photochemically altered (PCA) pollutants or cigarette smoke (CS).**

Genes identified as differentially expressed due to PCA exposure that are also differentially expressed in human lung cells exposed to cigarette smoke (Mauders et al. 2007) are listed, along with their direction of gene expression fold change (FC).

## REFERENCES

Dennis Jr G, Sherman BT, Hosack DA, Yang J, Baseler MW, Lane HC, et al. 2003. DAVID: Database for Annotation, Visualization, and Integrated Discovery. *Genome Biology* 4:P3.

g:Profiler. 2011. BIIT Group, Institute of Computer Science. Available: <http://biit.cs.ut.ee/gprofiler> [Accessed 11 April 2011].

Hosack DA, Dennis Jr G, Sherman BT, Lane HC, Lempicki RA. 2003. Identifying biological themes within lists of genes with EASE. *Genome Biology* 4:R70.

Huang DW, Sherman BT, Lempicki RA. 2009a. Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. *Nucleic Acids Res* 37:1-13.

Huang DW, Sherman BT, Lempicki RA. 2009b. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nature Protocols* 4:44-57.

Maunders H, Patwardhan S, Phillips J, Clack A, Richter A. 2007. Human bronchial epithelial cell transcriptome: gene expression changes following acute exposure to whole cigarette smoke in vitro. *Am J Physiol Lung Cell Mol Physiol* 292:L1248-1256.

Reimand J, Kull M, Peterson H, Hansen J, Vilo J. 2007. g:Profiler - a web-based toolset for functional profiling of gene lists from large-scale experiments. *Nucleic Acids Res* 35:W193-200.

How the deposited data were processed for this re-analysis (not part of the article)

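RNA from A549 cells exposed to the primary or the PCA pollutants, or to incubator air at the same time of day (humidified air in the array labels), had been measured on 8 Human Gene 1.0 ST arrays, 2 for each of 4 groups. The deposited values are log2 signals that the authors normalized by robust multichip average; the submitters' processing notes name Partek 6.4. No further normalization was applied to them for the values reported, and the raw scans were not used here. Of 28869 probe sets, 21062 are paired with a gene in the reference table: 19310 carry 1 symbol and 1752 carry several, and 7807 have no symbol. Probe sets with 1 symbol give 18377 genes, 685 of them with several probe sets, and each gene was read from its probe set of highest mean signal. Names, older symbols included, come from an annotation of GRCh38.p14, and no coordinates are given.

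A probe set was tested where its signal reached 30 on at least 1 array of the comparison. Group means were fitted to all 8 arrays in limma 3.58.1 under R 4.3.3, with lmFit and eBayes. There were 4 contrasts: primary pollutants less morning control, PCA pollutants less evening control, the difference between these responses, and evening less morning control. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5, the limits that the study states, with the adjustment over all probe sets tested in the contrast, those without a gene symbol included. Overlaps were tested by Fisher's exact test, one-sided, and correlations across genes are Pearson's r without a p. Gene lists were tested by camera with a preset correlation of 0.01, adjusted over 34 lists in each contrast, then with an estimated correlation and by fry. The lists were fixed without sight of the array values but after the study's tables of changed genes had been seen, so a list may hold genes known to have changed. Lists taken from the study's tables were chosen on these arrays and were only counted. Plots were drawn with matplotlib 3.10.9 under Python 3.11.15.

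The genes named were set by a rule: for each contrast the 10 largest rises and the 10 largest falls among called genes whose arrays of 1 group all lie beyond those of the other, every gene the study names in its text or figures and its list for the primary pollutants, up to 4 members of each list with the smallest p, and ACTB. A name from outside the rule is marked as chosen after its values were seen.

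The fit was tested on simulated arrays with the spread of the real ones. With 200 changed genes, 6 unchanged genes were called for the primary and 4 for the PCA comparison, and every 4-fold change was recovered. Where 20 genes were changed, 0 unchanged genes were called for the primary and 2 for the PCA comparison. With no changed gene, 0 were called in either. A list shifted by 0.2 on the log2 scale was recovered, at an adjusted p of 1.63e-11 for the primary and 8.07e-11 for the PCA comparison, and with an estimated correlation at 0.0419 and 0.0478. It was the NF-kB list, whose estimated correlation on the real arrays was 0.049 for the primary and 0.0254 for the PCA comparison. The estimate was 0.377 for G2 and M phase genes. Recovery of the NF-kB list thus does not show how camera behaves for lists of strongly correlated genes. The number of arrays limits the precision, and the median standard error of a log2 fold change was 0.091. It measures the spread between arrays of the same exposure run and not between runs.

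Alternatives covered the filter, the normalization, the arrays in the fit, the spread, the test, the thresholds, the summary of probe sets, the pairing of arrays by replicate number and each array left out in turn. Another 2, cyclic loess normalization and exchanged controls, were added once the data had been seen. Genes that share every probe set with another gene, or that have no listed probe set, were not analysed here, among them GFPT2 and HNF4A.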

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

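Among the tests in this part, those of the recovery of short RNAs were chosen after the result was seen. The responses to the mixtures differed for 77 genes by a test of the difference itself. The largest were in short RNAs and a growth factor carrier. The PCA response less the primary response was 2.47 on the log2 scale for SNORA80E, 1.85 for SNORA3A, 1.74 for RNU11 and 1.52 for FGFBP1 (adjusted p = 0.023, 0.0125, 0.0125 and 0.023 from limma). None of the 77 calls was kept with every array left out in turn. With the controls exchanged, a setting chosen after the data were seen, the difference for FGFBP1 was 0.305 (adjusted p = 0.331). By camera with its preset correlation, 17 gene lists differed between the responses, 8 with a higher and 9 with a lower PCA response, and 1 did with an estimated correlation.

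The unexposed evening and morning controls, which the paper does not compare with each other, differed in 11 gene lists by camera and in 0 with an estimated correlation. G2 and M phase genes were lower in the evening, with a median of -0.242 (adjusted p = 1.35e-22, and 0.198 with an estimated correlation), and complement and fibrinogen genes higher, with a median of 0.171 (adjusted p = 7.62e-09, and 0.108 with an estimated correlation). Also lower in the evening were G1/S and DNA replication (median -0.134), ribosomal protein (-0.0749), heat shock (-0.0687) and p53 target genes (-0.0591). Where arrays are scaled to ribosomal protein genes, the medians of these same genes, heat shock and p53 target genes turn to 0.0103, 0.0166 and 0.0261. Higher were FOXO target (0.112), HNF4A and HNF1 target (0.0892), retinoic acid (0.0691), aldehyde dehydrogenase (0.0645) and interferon-stimulated genes (0.0544). Without morning control replicate 2 the calls ended for heat shock, interferon-stimulated, p53 target and retinoic acid genes (adjusted p = 0.0506, 0.173, 0.999 and 0.107). Without evening control replicate 2 they ended for heat shock, interferon-stimulated and retinoic acid genes (adjusted p = 0.152, 0.0748 and 0.189), and without evening control replicate 1 for p53 target genes (adjusted p = 0.139). Scaling to ribosomal protein genes ended the calls of p53 target and retinoic acid genes (adjusted p = 0.0519 for each), and cyclic loess normalization, a setting chosen after the data were seen, those of heat shock, interferon-stimulated and p53 target genes (adjusted p = 0.0521, 0.0501 and 0.0501). No gene passed in limma, with 860 at an unadjusted p under 0.05. With a fold change of 1.5 as well, 4 were left: ADAM21 at 0.70, DHRS2 at -0.77, EMP1 at -0.60 and FGFBP1 at -0.61, of which ADAM21 and DHRS2 are named because their values were seen. By analysis of variance over 8 arrays 2 were left. Time of day and day of handling were not tested as explanations.

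A few short RNAs rose after the PCA pollutants. Of 18 small nuclear and other short structured RNAs 3 rose and 15 did not pass, with a median log2 fold change of 0.311. Small nucleolar and Cajal body RNAs as a set had a median log2 fold change of 0.0105 over 156 genes, with 7 that rose, 2 that fell and 147 that did not pass (7 and 1 adjusted over the list alone). The set's adjusted p was 0.0528 by camera (0.64 with an estimated correlation), and 0.0226 without evening control replicate 1 and 0.00305 without PCA pollutants replicate 2, where its mean was 0.0555 and 0.0894. Its median turns to -0.0524 with arrays centred on their medians. The 59 SNORA RNAs of the set had a median of 0.202, and the 82 SNORD RNAs, which are shorter, had -0.113, with 30.5% higher. The SNORD median argues against a better recovery of all short RNAs alike from exposed cells. With arrays scaled to ribosomal protein genes it turns to 0.0226, where the median of the 18 short structured RNAs is 0.442. Over all these families the 95 RNAs of over 100 bases had a median of 0.172 and the 79 of up to 100 bases had -0.109. A better recovery of the longer ones cannot be told apart from a difference between the families, which was not tested, since only 5 of the SNORD RNAs and all of the SNORA RNAs are over 100 bases long. The 5 host genes known for the 7 that rose had a median of -0.0519 and none was called, which argues against more transcription of the hosts. A change in the processing or stability of single RNAs may remain as an explanation, and it was not tested.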

How the results depend on the processing

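The settings with cyclic loess normalization and with exchanged controls were chosen after the data were seen. In every other setting not named below, each count of genes stayed within 1.5 times its value. Each call of a list or named gene kept its direction there. Counts of gene lists moved by more for the primary pollutants and between the controls with some single arrays left out. The cause was not tested for any result that changed.

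limma's trended and robust prior gave 6 genes for the primary pollutants, 6 for both mixtures and 278 for the difference between the responses. Unadjusted analysis of variance over the 4 arrays of a comparison, with the fold limit, gave 10 genes for the primary pollutants, 7 for both mixtures and 3 between the controls, with a share of 77.45% that fell among PCA calls. Over 8 arrays it gave 14, 10 and 2, and 315 differences. With Benjamini-Hochberg adjustment it gave 1 difference and a share of 80.25%, and with Storey's q it gave 31 differences. limma's unadjusted p gave 17 genes for the primary pollutants, 10 for both, 363 differences and 4 between the controls. Without the fold limit 3441 genes passed for the PCA pollutants (71.43% fell). Tested by treat against the fold, 28 passed, with 0 differences. Counting every probe set gave 1017, a share of 56.93% and 117 differences.

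Without the filter on low signal there were 16 differences, and with a minimum signal of 100 there were 247 and a share of 78.53%. That minimum leaves out 321 of 358 olfactory receptor genes (89.7%) for the primary pollutants, so low signal limits what can be said of them. The share that fell was 86.55% with arrays centred on their medians, 34.36% with arrays scaled to ribosomal protein genes and 72.71% after cyclic loess normalization.

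With the other control, limma called 25 genes for the primary pollutants, 12 for both and 33 differences. The mean of G2 and M phase genes after the primary pollutants turned to 0.134, and that of complement and fibrinogen genes in the difference to 0.121. With each array left out in turn, the lone array of its group is assumed to vary like the other groups. Differences then numbered 0 to 3, the share that fell was 70.07% to 76.36%, and the correlation between the responses 0.193 to 0.526. Of 617 PCA calls, 362 were kept with every array left out, and 458 to 612 with any 1. Of 294 values of named genes none reversed, and 20 to 25 calls ended with each array left out, 24 with adjusted analysis of variance and 60 with treat. The mean of small nucleolar RNAs after the primary pollutants ran from -0.0761 to 0.159.

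At an unadjusted p under 0.001 and 0.0001 limma left 8 and 4 genes for the primary pollutants, and 361 for the PCA pollutants at 0.0001. Analysis of variance left 7 at 0.01, 3 at 0.001 and 0 at 0.0001 for the primary pollutants, and 291 and 80 for the PCA pollutants at 0.001 and 0.0001.

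With an estimated correlation, 0 lists passed for the primary pollutants, 1 for the PCA pollutants, 1 for the difference and 0 between the controls. fry gave 1 list for the primary pollutants, and fry's mixed test 33 for the PCA pollutants, 29 for the difference and 18 between the controls. Replicate numbers are shared between groups. With them as a block over the 8 arrays there were 2 differences. No other count of genes moved past 1.5 times its value. Deviations of duplicate arrays correlated by -0.0975 between the morning groups and 0.00477 between the evening groups.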

Differences from the paper's values

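The setting with exchanged controls was chosen after the values were seen. Counts below use the study's stated limits, a fold change of 1.5 with p and q under 0.05, with Benjamini-Hochberg adjusted p in place of the q-value unless another is named. The paper reports 19 genes changed by the primary pollutants, 15 that rose and 4 that fell, and here the counts were 0, 0 and 0. Of the alternatives set before the data were examined, the unadjusted p with the fold limit comes within 1.5 times of all 3 paper values, with 17 genes, 11 higher and 6 lower. Analysis of variance over 8 arrays with an unadjusted p gave 14 genes, 9 higher and 5 lower, within 1.5 times of the total and of the falls but not of the rises. Of the paper's 15 rises only 8 had a value here, and this test called all 8. Analysis of variance over the 4 arrays gave 10 genes and limma's trended and robust prior 6, which both differ from the paper's 19. The other alternatives set in advance gave 0 and differ too, among them the test the paper states, analysis of variance with Storey's q, run over 8 arrays. The paper's listed p-values, at most 0.04999 for the primary pollutants, matched the unadjusted analysis of variance over 8 arrays for 11 primary genes. They matched for 599 PCA genes. Each of the 12 primary genes with a value here passed this unadjusted test with the fold limit, and 0 passed with Storey's q. How the paper's q-values were made was not resolved. At an unadjusted p under 0.1 or 0.2 with the fold limit, 15 to 18 genes were left. With exchanged controls, chosen after the values were seen, 25 genes passed, 8 higher and 17 lower, and 8 of the paper's 12 primary genes with a value here were dropped.

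For genes changed by both mixtures the paper reports 14 and the count here was 0. Unadjusted p with the fold limit gave 10, by limma and by analysis of variance over 8 arrays, which do not differ by this measure. Analysis of variance over the 4 arrays gave 7 and the trended and robust prior 6, and these and the other alternatives set in advance, which gave 0, differ. With exchanged controls, chosen after the values were seen, 12 genes passed, and 3 of the paper's 10 shared genes with a value here were among them.

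The paper's primary fold change of SLC5A3 in its Table S2 is 1.58, and the value here was 1.749. Without morning control replicate 1 it was 1.672 and without primary pollutants replicate 1 it was 1.662, which do not differ from the paper's. Fold changes are taken to differ where their log2 values lie apart by more than the SD of duplicate arrays. The other alternatives set in advance do differ. The other 11 primary genes with a value here did not differ in fold change.

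The paper states that OAS1 rose and ATP8B1 fell after both mixtures. Here OAS1 and ATP8B1 passed after the PCA pollutants and not after the primary pollutants (adjusted p = 0.255 and 0.408), with the same directions. The paper also reports both primary changes as significant by qRT-PCR, in these directions. The primary array folds here were 1.62 for OAS1 and -1.518 for ATP8B1. The unadjusted p with the fold limit calls both, by limma and by analysis of variance over 8 arrays, and the trended and robust prior, analysis of variance over the 4 arrays and the exchanged controls call OAS1. The paper states that AP-1 expression rose. Of its 7 subunit genes with a value here 1 passed, JUN, which rose by 0.75, while FOSL1 was at 0.44, FOS at 0.08, FOSL2 at 0.04, JUND at 0.04, FOSB at -0.22 and JUNB at -0.36.

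Of 615 genes of the paper's PCA list with a value here, 610 had the listed direction. The other 5 were named because their values were seen. The paper's PCA fold changes of GABPA, GPAM, LRRFIP1, RFC1 and UIMC1 in its Table S2 are 2.01, 2.35, 1.75, 2.82 and 1.93, and the values here were -1.435, -1.209, -1.002, -1.199 and -1.079. All alternatives set in advance that give a gene a single value differ from the paper's for these genes. Counting every probe set gives no single value for a gene and was not compared. GABPA has 2 probe sets and LRRFIP1 has 10, of which the one with the highest mean was read.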

Other observations

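Tests after cyclic loess normalization, and the one of the place of each array along the PCA response, were chosen after the result was seen. Besides the groups described beside the paper's sentences, genes of antioxidant defence, aldehyde oxidation, sterol synthesis and interferon lay lower after the PCA pollutants. Of 33 interferon-stimulated genes 7 fell, 1 rose and 25 did not pass, with a median log2 fold change of -0.228 (adjusted p = 0.0127, and 0.173 with an estimated correlation). PARP9, a partner of DTX3L, fell by 1.12 (standard error 0.101, adjusted p = 0.00132) and HERC6, a ubiquitin ligase, fell by 0.75 (standard error 0.072, adjusted p = 0.00167), while OAS1 of the same list rose. With the controls exchanged, a setting chosen after the data were seen like cyclic loess normalization, the list's adjusted p was 0.0986. Of 29 NRF2 and antioxidant genes none passed and 16 had an unadjusted p under 0.05, with a median of -0.21 (adjusted p = 3.85e-05, and 0.208 with an estimated correlation). Of 23 aldehyde and alcohol dehydrogenase genes 5 fell, none rose and 18 did not pass, with a median of -0.252 (adjusted p = 0.00529, and 0.173 with an estimated correlation). ADH6, an alcohol dehydrogenase, fell by 1.08 (standard error 0.123, adjusted p = 0.00253). Of 23 cholesterol and fatty acid synthesis genes 3 fell, none rose and 20 did not pass, with a median of -0.221 (adjusted p = 0.00529, and 0.314 with an estimated correlation), and cyclic loess normalization took the list's adjusted p to 0.221.

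Genes of retinoid metabolism, of hypoxia and of p53 did not pass as lists, though more of them fell than rose. Of 20 retinoic acid metabolism and target genes 7 fell, 1 rose and 12 did not pass, with a median of -0.127 (adjusted p = 0.0683), which turns to 0.00454 with arrays scaled to ribosomal protein genes. On that scaling its mean was -0.174 and the list lay lower (adjusted p = 0.0101), as it did after cyclic loess normalization (adjusted p = 0.0417). It also passed without evening control replicate 1 and without PCA pollutants replicate 2 (adjusted p = 0.0253 and 0.0479). BCO1, which cleaves beta-carotene, fell by 1.31 (standard error 0.0879, adjusted p = 0.000699). Of 24 hypoxia genes 6 fell, 1 rose and 17 did not pass, with a median of -0.0855 (adjusted p = 0.0716), which turns to 0.0463 on that scaling. STC1, a secreted hormone, rose by 0.75 (standard error 0.105, adjusted p = 0.00488) and PFKFB3, a regulator of glycolysis, fell by 0.87 (standard error 0.0709, adjusted p = 0.00108). Of 28 p53 target genes 3 fell, 1 rose and 24 did not pass, with a median of -0.163 (adjusted p = 0.0586, 0.0495 without evening control replicate 1, 0.0423 with arrays scaled to ribosomal protein genes and 0.00731 with the controls exchanged). Of 18 clock genes 2 fell, none rose and 16 did not pass, with a median of -0.143 (adjusted p = 0.265). Of 17 heat shock genes 1 rose, 1 fell and 15 did not pass, with a median of 0.12 (adjusted p = 0.0314, and 0.198 with an estimated correlation). That call ended without evening control replicate 2 and without PCA pollutants replicate 1, where the highest adjusted p was 0.079, and with the controls exchanged, at 0.197. Of 60 ribosomal protein genes none passed and 21 had an unadjusted p under 0.05, with a median of -0.159 (adjusted p = 0.0013, and 0.208 with an estimated correlation), and cyclic loess normalization took the adjusted p to 0.731. For all these lists the counts were the same adjusted over the list alone.

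The lists that follow did not pass after the PCA pollutants by camera, apart from endothelial markers and from settings named here. Of 27 ATF4 and unfolded protein response genes 1 rose, 1 fell and 25 did not pass (median 0.0355, adjusted p = 0.423), and of 14 alveolar type II genes 1 rose, 1 fell and 12 did not pass (median 0.125, adjusted p = 0.265). Medians turn to -0.0251 for the former with arrays centred on their medians and to -0.00455 for the latter after cyclic loess normalization, where the ATF4 list lay higher (adjusted p = 0.0417). None passed of 29 G1/S and DNA replication genes, where 12 had an unadjusted p under 0.05 (median -0.0213, adjusted p = 0.989, and a median of 0.11 on ribosomal protein scaling; the list lay higher after cyclic loess normalization, at a mean of 0.0962 and adjusted p = 0.0326, and lower with the controls exchanged, at a mean of -0.127 and adjusted p = 0.0335), or of 15 housekeeping genes, where 3 had (median -0.0756, adjusted p = 0.182, and 0.0562 on that scaling). None passed of 9 metallothionein genes, where 5 had an unadjusted p under 0.05 (median 0.132, adjusted p = 0.304), of 8 AhR target genes, where 4 had (median -0.0835, adjusted p = 0.621, and 0.0483 on ribosomal protein scaling), or of 17 taste receptor genes, where 6 had (median -0.0772, adjusted p = 0.837, and 0.125 on that scaling). Among markers of other cell types, none passed of 8 fibroblast markers, where 3 had an unadjusted p under 0.05 (median 0.178, adjusted p = 0.0586), of 9 leukocyte markers, where 2 had (median 0.0787, adjusted p = 0.168, and -0.0502 after cyclic loess normalization), or of 8 endothelial markers, where 2 had (median 0.217, adjusted p = 0.0295, and 0.341 with an estimated correlation). The endothelial call ended without evening control replicate 1 and without PCA pollutants replicate 2, where the highest adjusted p was 0.105, and after cyclic loess normalization, at 0.269. By fry, which tests each list on its own and not against other genes, the retinoic acid, hypoxia, p53, clock, housekeeping and AhR lists lay lower (highest adjusted p = 0.0343). Adjusted over the list alone the counts were the same.

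Olfactory receptor genes were higher after the PCA pollutants, with 13 of 305 that rose, none that fell and 292 that did not pass (10 rose adjusted over the list alone). Their median log2 fold change was 0.215 (adjusted p = 1.34e-12, and 0.173 with an estimated correlation). Other genes of the same mean signal were higher as well, at a median of 0.132, and the receptor genes exceeded them by a median of 0.0813. After cyclic loess normalization the list's median was 0.0761. Both values lie under the limit of 0.1 set in advance and are consistent with a narrower range of signal on the exposed arrays. The excess did not follow the narrowing, though, since it was 0.0807 after cyclic loess normalization, where other genes of the same signal were at -0.00643 and the list still passed (adjusted p = 0.000313, and 0.256 with an estimated correlation). The list's median lies above all of 10000 random lists of matched signal, of which the highest was at 0.179. It did so after cyclic loess normalization as well, where the highest was at 0.0411. Such lists take genes as independent, which they are not. The limit set in advance cannot tell a response of the class from the narrower range. The value of 0.0813 lies under that limit of 0.1 by less than the spread of the random lists (95% of them from 0.115 to 0.16). Sequence shared between receptor genes was not tested. After the primary pollutants the list's median was 0.117 (adjusted p = 2.74e-09, the smallest of the 34 lists, and 0.277 with an estimated correlation), with none of 294 genes that passed and 36 at an unadjusted p under 0.05. The excess over genes of the same signal was 0.0872 there. The median was 0.215 with arrays scaled to ribosomal protein genes, 0.0763 after quantile normalization and 0.074 after cyclic loess normalization.

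Fold changes after the primary pollutants ran the same way as those after the PCA pollutants. A narrower range of signal on exposed arrays does not account for this, since the correlation across genes was 0.425 after cyclic loess normalization. Set against the mean of the morning controls, each primary array had at least 82.2% of the genes changed by the PCA pollutants in the direction of the PCA response, which passes the bound set in advance for a weaker response of the same kind. That share does not decide, since both arrays share their controls. The share was 76.6% to 91.7% for 1 primary array against 1 morning control, against 74.2% for primary pollutants replicate 1 less its duplicate and 32.7% for morning control replicate 1 less its duplicate. Among these genes the difference between the duplicate primary arrays correlated with the PCA response by 0.446. Along the PCA response, where 0 is the mean of the controls and the PCA arrays were at 0.928 and 0.925, the primary arrays were at 0.324 and 0.248 and the morning controls at 0.052 and 0.0949, at least 0.153 apart, while duplicates were at most 0.076 apart. Variation between duplicates thus falls short of this distance. The unexposed morning and evening controls were also at least 0.107 apart. That gap is no independent measure, since the PCA response was taken against the evening controls and their own variation may widen it. With 2 arrays per group and no other unexposed groups to compare, a weaker response of the same kind cannot be told apart from variation between arrays and groups.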
